# Changes in DNA methylation hallmark alterations in chromatin accessibility and gene expression for eye lens differentiation

**DOI:** 10.1186/s13072-022-00440-z

**Published:** 2022-03-05

**Authors:** Joshua Disatham, Lisa Brennan, Xiaodong Jiao, Zhiwei Ma, J. Fielding Hejtmancik, Marc Kantorow

**Keywords:** DNA methylation, Bisulfite sequencing, RNA-seq, ATAC-seq, Lens, Differentiation, Gene regulation, Chromatin, Transcriptional regulation

## Abstract

**Background:**

Methylation at cytosines (mCG) is a well-known regulator of gene expression, but its requirements for cellular differentiation have yet to be fully elucidated. A well-studied cellular differentiation model system is the eye lens, consisting of a single anterior layer of epithelial cells that migrate laterally and differentiate into a core of fiber cells. Here, we explore the genome-wide relationships between mCG methylation, chromatin accessibility and gene expression during differentiation of eye lens epithelial cells into fiber cells.

**Results:**

Whole genome bisulfite sequencing identified 7621 genomic loci exhibiting significant differences in mCG levels between lens epithelial and fiber cells. Changes in mCG levels were inversely correlated with the differentiation state-specific expression of 1285 genes preferentially expressed in either lens fiber or lens epithelial cells (Pearson correlation *r* = − 0.37, *p* < 1 × 10^–42^). mCG levels were inversely correlated with chromatin accessibility determined by assay for transposase-accessible sequencing (ATAC-seq) (Pearson correlation *r* = − 0.86, *p* < 1 × 10^–300^). Many of the genes exhibiting altered regions of DNA methylation, chromatin accessibility and gene expression levels in fiber cells relative to epithelial cells are associated with lens fiber cell structure, homeostasis and transparency. These include lens crystallins (CRYBA4, CRYBB1, CRYGN, CRYBB2), lens beaded filament proteins (BFSP1, BFSP2), transcription factors (HSF4, SOX2, HIF1A), and Notch signaling pathway members (NOTCH1, NOTCH2, HEY1, HES5). Analysis of regions exhibiting cell-type specific alterations in DNA methylation revealed an overrepresentation of consensus sequences of multiple transcription factors known to play key roles in lens cell differentiation including HIF1A, SOX2, and the MAF family of transcription factors.

**Conclusions:**

Collectively, these results link DNA methylation with control of chromatin accessibility and gene expression changes required for eye lens differentiation. The results also point to a role for DNA methylation in the regulation of transcription factors previously identified to be important for lens cell differentiation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-022-00440-z.

## Background

It is well-accepted that epigenetic mechanisms can regulate cellular differentiation pathways required for the form and function of mature tissues [1–3]. Many of these pathways culminate in chromatin accessibility changes that modulate the ability of required transcription factors (TFs) to activate or repress the expression of specific genes through altered access and binding to key cis-regulatory sequences [4–6].

A major epigenetic mechanism regulating gene expression is DNA methylation at cytosine residues to produce methyl cytosine (mC). DNA methylation at cytosine residues occurs at CG, CHG, and CHH nucleotides (where H represents A, T, or C). Production of mC is dependent on the activities of DNA methyltransferases (DNMTs) that require S-adenosylmethionine that acts as a methyl donor [7–10]. Increased levels of DNA methylation are associated with nucleosome compaction and reduced accessibility of TFs to their cognate binding regions resulting in altered gene expression [8, 11–13]. In addition, the presence of mCG in TF binding sites can alter their DNA binding affinities [8, 14–18] to modulate gene expression. Consistent with these properties, DNA methylation has been shown to be important for the development, differentiation or maturation of embryonic stem cells [19], auditory epithelium [14], muscle [20, 21], adipocytes [22], trophoblasts [23], and chondrocytes [24].

Here, we examined the potential role of DNA methylation on the modulation of chromatin accessibility changes and the expression of key genes required for the differentiation of immature eye lens cells into mature transparent cells. A major feature of the lens is that, unlike many tissues, it grows both embryologically and throughout adult life through execution of a continuous cellular differentiation program resulting in two morphologically distinct cell populations [25]. The lens comprises an anterior surface monolayer of undifferentiated epithelial cells that, upon withdrawing from the cell cycle, differentiate into elongated, organelle-free lens fiber cells that make up the bulk of the lens, including undergoing karyolysis in the lens central nucleus [25–40]. These differentiation state-specific and morphologically distinct cellular populations can be isolated in quantities sufficient for molecular and biochemical analysis through microdissection [32, 35].

Lens cell differentiation is hallmarked by the expression of critical regulatory and structural genes [35, 41–43]. The differentiation state-specific expression patterns of these genes suggests that specific regulatory mechanisms operate to govern their expression levels during lens cell differentiation. Consistently, previous studies have identified multiple transcription factors [25, 28, 29, 41, 44–46] required for their differentiation state-specific expression patterns. Recently, epigenetic programming was shown to play an important role in the regulation of gene expression during lens fiber cell differentiation since ATAC (assay for transposase-accessible chromatin) sequencing of undifferentiated lens epithelial and differentiated fiber cells identified genome-wide changes in chromatin accessibility associated with the expression of multiple genes during lens differentiation [32, 47].

Here, we explored the role of epigenetic programming in control of lens cell differentiation by interrogating the differentiation state-specific relationship between DNA methylation, chromatin accessibility and gene expression levels between chicken lens epithelial and fiber cells using a combination of bisulfite sequencing, ATAC-seq and RNA-seq. Our analysis revealed that specific genomic DNA methylation patterns characterize the differentiation states of lens cells and that specific DNA methylation signatures correlate with differentiation state-specific changes in chromatin accessibility and gene expression levels. Examination of individual gene functions implicates DNA methylation as a factor in the regulation of multiple important lens functions including lens cell structure, homeostasis, and transparency. Analysis of DNA sequences with altered DNA methylation levels revealed the presence of consensus binding sequences for a wide variety of transcription factors known to regulate lens differentiation state-specific gene expression.

Collectively, these results establish DNA methylation as a key feature of lens cell differentiation and implicate specific DNA methylation signatures in the regulation of chromatin accessibility and gene expression. They also provide evidence that key DNA methylation patterns govern the binding, activity and availability of established transcription factors known to be required for lens differentiation. Finally, they provide a blueprint for studies aimed at identifying the role of DNA methylation in the differentiation of more complex tissues.

## Results

### Lens epithelial and fiber cells show differentiation state-specific patterns of genome-wide DNA methylation

A combination of RNA-sequencing (RNAseq), whole genome bisulfite sequencing (WGBS) and chromatin accessibility (ATAC-seq) was employed to elucidate the potential role of DNA methylation in the regulation of chromatin structure and gene expression and thus lens cell differentiation (Fig. 1). 25 lenses per biological replicate from embryonic day 13 (E13) chick were microdissected into lens epithelial cell populations that comprised both the central and equatorial lens epithelia and lens fiber cell populations comprising both the peripheral and central lens fibers. The microdissected lens cell populations were subjected to genome-wide bisulfite sequencing. A total of 6 samples from two groups (three biological replicates of lens epithelial cells and three biological replicates of lens fiber cells) were examined yielding at least 125 million clean reads per sample with an average mapping rate of 83.54%. Pearson correlation analysis of the samples followed by dendrogram clustering confirmed that biological replicates from the same groups are more strongly correlated than replicates from different groups (Additional file 1: Figure S1A, B, lens epithelial cells Pearson’s *r* = 0.965–0.972, lens fiber cells Pearson’s *r* = 0.967–0.976, lens fiber cells to epithelial cells Pearson’s *r* = 0.941–0.963). These results confirm the reliability and reproducibility of the bisulfite sequencing data.

**Fig. 1:**
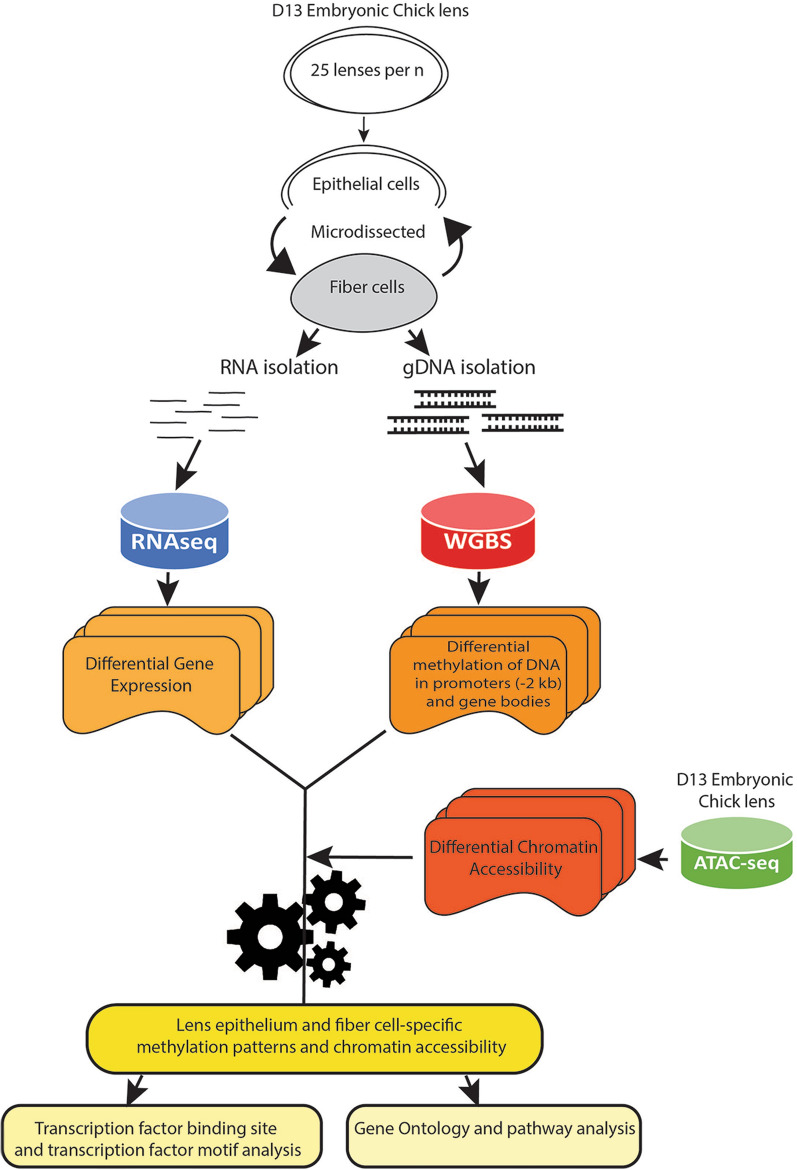
Multiomics analysis combines high-throughput sequencing techniques to elucidate novel features of lens differentiation. Workflow of the multiomics-based approach. Biological triplicate pools of 25 lenses from E13 embryonic chick were microdissected into undifferentiated lens epithelial cells and differentiated lens fiber cells. RNA isolated from samples was used for RNAseq to elucidate differentially expressed genes. Genomic DNA (gDNA) isolated from samples was used for whole genome bisulfite sequencing (WGBS) to elucidate differentially methylated genomic regions. ATACseq data from a previously published study on microdissected lenses from E13 embryonic chick [217] were used to identify changes in chromatin accessibility. Integrating these data reveal the range and spectrum of lens gene expression patterns characterized by specific methylation patterns and chromatin accessibility during lens cell differentiation. Transcription factor binding site (TFBS) and transcription factor (TF) motif analysis and gene ontology (GO) analysis was also performed

Genome-wide DNA methylation patterns detected in lens epithelial cells and fiber cells were mapped and quantified. Of the 446 million cytosines in the embryonic chick lens genome, between 3.4 and 4% were methylated in lens epithelial or fiber cells, with a large majority of methylated cytosines (> 91%) being present in mCG dinucleotide pairs (Fig. 2A, Additional file 5: Table S1). This result is consistent with previous studies in other vertebrate animal model systems and tissues that also exhibit a greater proportion of mCG [14, 48]. Subsequent examination of the global methylation levels (ratio of mCG/CG) across different genomic regions revealed that fiber cells exhibited a higher overall degree of methylation than epithelial cells at presumptive promoter regions (2 kb upstream of gene transcription start sites), gene bodies (utr5, exon, intron, utr3), CpG islands in intergenic regions (CGI) and their immediate 2-kb flanking regions (CGI shore), and repeat regions (low complexity DNA regions) (Fig. 2B, Additional file 1: Figure S1C).

**Fig. 2:**
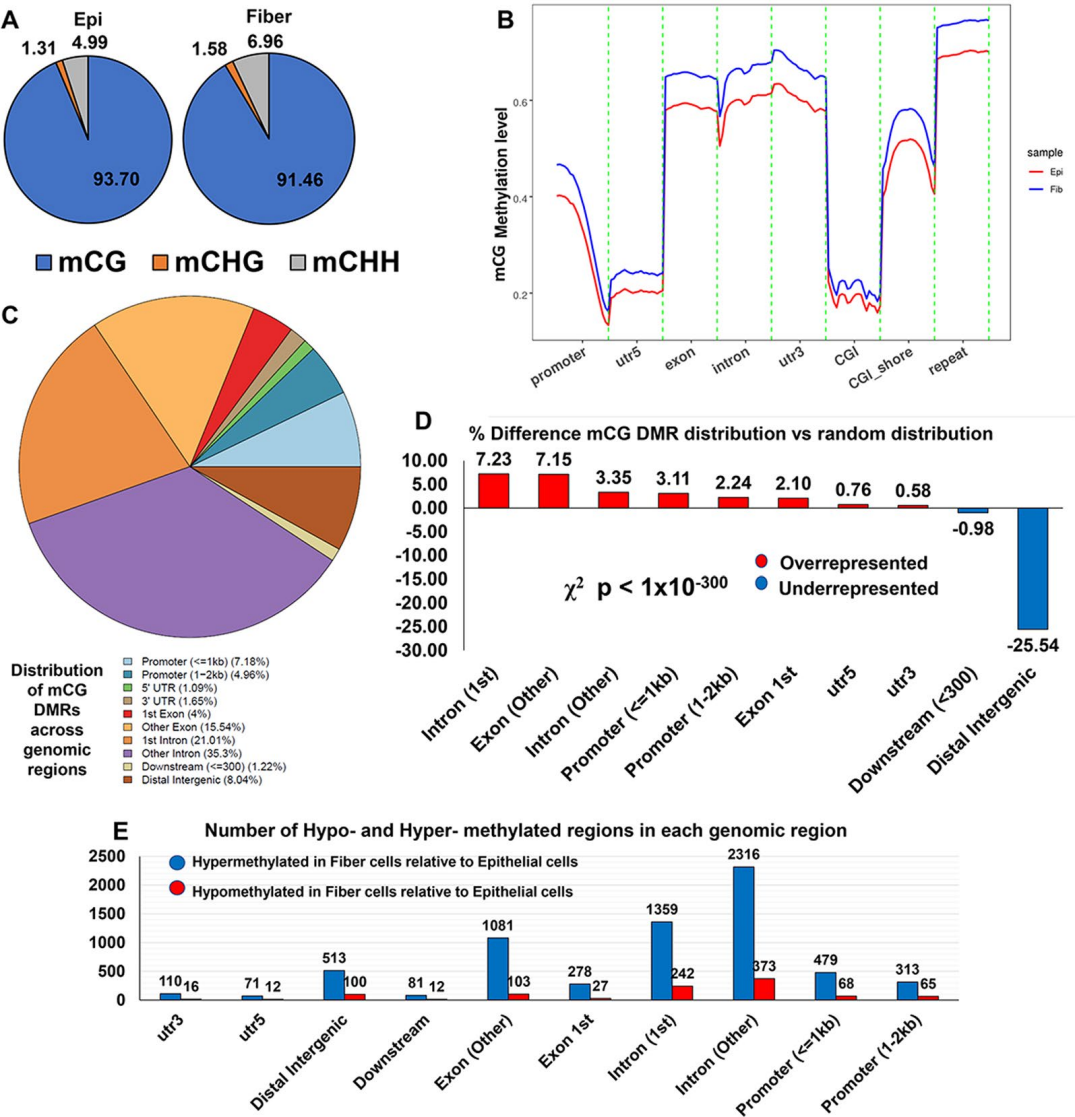
Differentiation-state-specific patterns of genome-wide DNA methylation are detected between lens epithelial and fiber cells. **A** Proportion of methylcytosines (mCs) that are mCG, mCHG, or mCHH found in lens epithelial and fiber cells. **B** mCG methylation levels at indicated genomic regions in lens epithelial and fiber cells. **C** Distribution of mCG differentially methylated regions (DMRs) at indicated genomic regions. **D** Percentage distribution of mCG DMRs at indicated genomic regions relative to random distribution across the genome. Positive values indicate that mCG DMRs cluster in the indicated genomic region are in excess of what is expected due to a random distribution while negative values indicate that mCG DMRs cluster in the indicated genomic region are less than what is expected due to a random distribution. **E** Number of hypo- and hyper-methylated regions at indicated genomic regions. Hypomethylated regions are demethylated in lens fiber cells compared to lens epithelial cells while hypermethylated regions are more methylated in lens fiber cells compared to lens epithelial cells

Differentially methylated regions (DMRs) are established regulators of major gene expression changes [8, 49, 50]. Our analysis identified 7621 total mCG DMRs across the E13 embryonic chick lens genome. These 7621 regions contained differentiation state-specific differences in mCG methylation levels in lens epithelial cells compared to lens fiber cells. A majority of these regions (78.59%) were mapped to gene bodies (utr5, utr3, 1st exon, 1st intron, other exon, other intron) while 12.14% mapped to presumptive promoter regions (within 2 kb upstream from transcription start site). A minority were mapped to intergenic regions (8.04%) (Fig. 2C). To determine whether the observed distribution of mCG DMRs could have occurred by chance, we compared the distribution patterns of differentially methylated regions between lens epithelial and fiber cells to a computer-generated random distribution of differentially methylated regions across the genome. We found that 7621 mCG DMRs clustered more in genebody and promoter regions and less in proximal downstream and distal intergenic regions than what would be expected if the distribution were due to random chance (Fig. 2D, Chi-square *p* < 1 × 10^–300^). Of the 7621 identified mCG differentially methylated regions, a large majority (6601) were hypermethylated in fiber cells compared to epithelial cells, while a smaller group (1020) were hypomethylated in fiber cells compared to epithelial cells (Fig. 2E, Additional file 6: Table S2). Classifying the mCG DMRs based on genomic region also revealed that most genomic regions containing mCG DMRs have increased methylation in fiber cells compared to epithelial cells. Interestingly, there are significant differences in the genomic distribution of hypermethylated regions versus the distribution of hypomethylated regions (Additional file 1: Figure S1D, Chi-square *p* < 1 × 10^–81^). Specifically, regions that were hypermethylated in fiber cells relative to epithelial cells tend to cluster more in exons and proximal promoter regions (≤ 1 kb upstream from gene transcription start sites) and regions that were hypomethylated in fiber cells relative to epithelial cells tend to cluster more in introns, intergenic, and distal promoter regions (1–2 kb upstream from gene transcription start sites). This asymmetric distribution of hypomethylated regions versus hypermethylated regions has also been reported in a previous study comparing DNA methylation patterns across tumor types [51]. A possible explanation for this asymmetric distribution is that certain regulatory elements in the proximal promoter (≤ 1 kb from TSS), and exons are required for epithelial cell gene expression that upon hypermethylation, lead to decreased expression in the fiber cells. In contrast certain regulatory elements found in the distal promoters (1–2 kb from TSS), regions might be required for fiber cell introns, and distal intergenic gene expression and are only active once these sites become hypomethylated.

Collectively, these data identify significant differences in DNA methylation patterns between lens epithelial and fiber cells and they suggest that changes in DNA methylation are a major feature of the lens differentiation program.

### RNA-sequencing reveals novel lens epithelial cell and fiber cell gene expression patterns

As a first step towards establishing the role of DNA methylation in lens cell differentiation, levels of DNA methylation were correlated with specific gene expression changes occurring during lens cell differentiation as established by RNA-seq of microdissected lens epithelia and fiber cells.

Twenty-five lenses per biological replicate from embryonic day 13 (E13) chick were microdissected into specific epithelial and fiber cell populations and RNAseq was conducted. 

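The RNA-seq data behind the expression changes were re-derived from the authors' table of FPKM values (the fragments of a transcript scaled to its length and to the mapped fragments of its library, a measure of how abundant it is within that library). The table covers 6 libraries of E13 lenses, 3 of lens epithelial cells and 3 of lens fiber cells. The authors prepared them from total RNA with a stranded, paired-end protocol and trimmed the reads with Cutadapt. They mapped the reads to galGal6 (Ensembl version 96) with Bowtie2 and HISAT2 and assembled transcripts with StringTie and gffcompare. For the estimate of expression levels the paper names edgeR. The values hold no read counts, so the depth of each library is unknown and no model of counts was fitted.
The table lists 16561 entries by Ensembl identifier, 12921 of them with a gene symbol. An entry without a detected transcript is listed at 0.0001 FPKM, which applied to 2875, 2913 and 2958 entries in epithelial replicates 1, 2 and 3 and to 3442, 3543 and 3378 entries in fiber replicates 1, 2 and 3. Between 10128 and 10188 entries reached 1 FPKM in the epithelial libraries, and between 8648 and 8913 did in the fiber libraries. The FPKM of a library summed to 213591 to 220089 in epithelial cells (median 217733) and to 221749 to 232329 in fiber cells (median 223787). The δ-crystallin locus alone took 2.31% to 3.91% in epithelial cells and 12.2% to 13.1% in fiber cells of the sum in which entries with identical values are counted once. Across genes, the log2 values of replicates correlated with Pearson's r between 0.976 and 0.980 within epithelial cells and between 0.978 and 0.982 within fiber cells, against 0.745 to 0.822 between the cell types.
Expression was compared on the scale of log2(FPKM + 0.1) for the 10818 entries with a mean of at least 0.5 FPKM over the 6 libraries. Fiber cells were compared with epithelial cells by limma with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed with an adjusted p under 0.05 and a log2 fold change above 0.4 or below −0.4, the paper's thresholds. The added 0.1 FPKM makes the fold change of genes with low values smaller than the ratio of their FPKM. The value of an assembled transcript can be given to several genes. Of the tested entries, 1685 had values identical in all 6 libraries to another entry, which left 9900 loci with values of their own. The median log2 fold change of all tested genes was −0.62 (SD 0.0700 over the libraries), and 75.4% of the tested genes had a negative one. Because FPKM are relative within a library, changes are also given relative to the median gene, from values centred on each library's median. An exact permutation test of a single gene cannot give a two-sided p below 0.1 with 3 libraries against 3, and that value is reached when the libraries of the cell types do not overlap.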

One thousand six hundred and twenty-seven genes exhibited significantly higher levels of expression in fiber cells relative to epithelial cells (log2FC > 0.4, *q* < 0.05) and 2955 genes had significantly lower levels of expression in fiber cells compared to epithelial cells (log2FC < − 0.4, *q* < 0.05) (Fig. 3A, Additional file 7: Table S3). 

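With the FPKM as deposited, 1415 of the 10818 tested genes were called higher and 6240 were called lower in fiber cells. Counting entries with identical values once, these were 1312 and 5722 loci. The scaling that moved both counts most was centring each library on its median, which gave 3263 genes higher and 3167 lower. The 1415 genes called higher were all higher in the centred values too, and the 3167 called lower there had all been called lower before. In 8623 tested genes (79.7%) the 3 libraries of one cell type all lay above the 3 of the other, where chance gives 10%. Of these, 1743 were higher and 6880 were lower in fiber cells. The authors' deposited table holds 1627 genes above and 2952 below the thresholds by its own q-values and fold changes, 1518 and 2647 of which were tested here, and of the tested ones 1413 and 2646 were called in the same direction.
The largest increase was that of PNP (ENSGALG00000044146), with 0.691 ± 0.0890 FPKM (SD, n = 3) in epithelial cells and 202 ± 26.6 FPKM (SD, n = 3) in fiber cells. Its log2 fold change was 8.00 (standard error 0.13, limma adjusted p = 5.36e-08). LGSN, HOPX, MFSD2B and CLIC5 came next, with log2 fold changes of 7.81, 7.47, 6.95 and 6.62. This order depends on the added 0.1 FPKM. By the ratio of average FPKM in the authors' deposited table, HBZ (7.98) stood ahead of LGSN (7.79) and MFSD2B (7.58) ahead of HOPX (7.46). The largest decrease was that of CYTL1 (ENSGALG00000015015), from 15.3 ± 2.88 FPKM (SD, n = 3) to 0.313 ± 0.283 FPKM (SD, n = 3), with a log2 fold change of −5.58 (standard error 0.62, limma adjusted p = 8.34e-05). With 1 library left out in turn its log2 fold change lay between −6.10 and −4.75. That of CCDC3 lay between −5.56 and −5.06 and that of R3HDML between −5.13 and −4.93. The first place of CYTL1, which was at the floor of 0.0001 FPKM in fiber replicate 3, therefore depended on the libraries used. CCDC3, R3HDML, EMILIN2 and CAMK1D followed, with log2 fold changes of −5.23, −5.02, −4.94 and −4.72. The 5 genes with the largest log2 fold change in each direction were called in the same direction under each scaling.

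**Figure D1:**
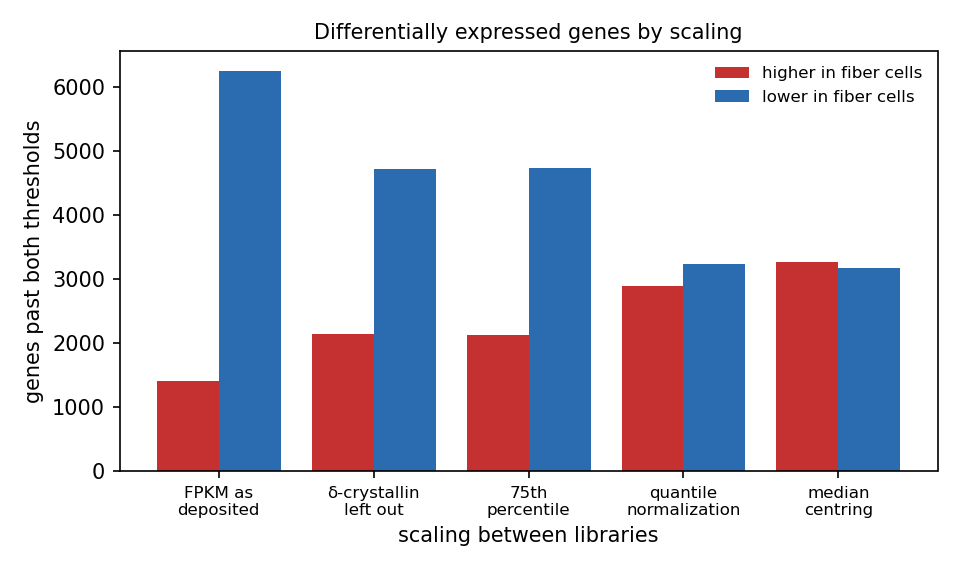
Number of genes past both thresholds (y axis) under 5 scalings of the FPKM between libraries (x axis), as bars for genes higher (red) and lower (blue) in fiber cells. Lower genes outnumber higher ones with the deposited FPKM, with δ-crystallin left out, with division by the 75th percentile and with quantile normalization, and the order turns with median centring, where 3263 genes are higher and 3167 lower.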

Consistent with their previously established expression patterns [35], the top 60 differentially expressed genes between lens epithelial and fiber cells (ranked by lowest adjusted *p* value) included crystallins (CRYBB3, CRYBA1, ASL1, ASL2, CRYGN, CRYBB1), beaded filament proteins (BFSP1, BFSP2), and the RNA binding protein (TDRD7) and connexin (GJA3) (Fig. 3B). 

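All 60 labels of Fig. 3B were found among the deposited values. Of these, 33 were called higher and 26 lower in fiber cells, and CYTB, looked up after its values were seen, had a mean below the filter of 0.5 FPKM. CRYGN (ENSGALG00000006189) rose from 67.2 ± 16.5 FPKM (SD, n = 3) in epithelial cells to 419 ± 24.6 FPKM (SD, n = 3) in fiber cells, with a log2 fold change of 2.67 (standard error 0.17, limma adjusted p = 6.72e-06). TDRD7 (ENSGALG00000012350) rose from 131 ± 22.5 to 343 ± 27.3 FPKM (SD, n = 3 each), with a log2 fold change of 1.40 (standard error 0.14, limma adjusted p = 4.28e-05). GJA3 (ENSGALG00000017137) rose from 301 ± 62.7 to 440.3 ± 25.0 FPKM (SD, n = 3 each), with a log2 fold change of 0.57 (standard error 0.15, limma adjusted p = 0.00747). It was no longer past the threshold when limma tested against a log2 fold change of 0.4 in place of 0.
Ranked by limma's p among the 10818 tested genes, BFSP2 was at 415, CRYGN at 457, BFSP1 at 1286, TDRD7 at 1814, CRYBB1 at 2388, ASL1 and ASL2, whose values are identical, at 2855, CRYBB3 at 5341, GJA3 at 6850 and CRYBA1 at 7299. Of the 60 labels, 3 were among the 60 loci with the smallest p, and the median rank was 1286. By mean FPKM the median rank was 53. Of the genes past both thresholds in the authors' deposited table, the 60 with the highest mean FPKM in either cell type held 51 of the labels. The copy of Table S3 used here held 1999 of the 2955 genes of its lower list and 1034 of the 1627 genes of its higher list. In the held part, the paper's q of CRYBB3 was 4.95e-10 and 1165 genes had a smaller one, and the paper's q of CRYBA1 was 6.95e-07 with 1674 genes below it.

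**Figure D2:**
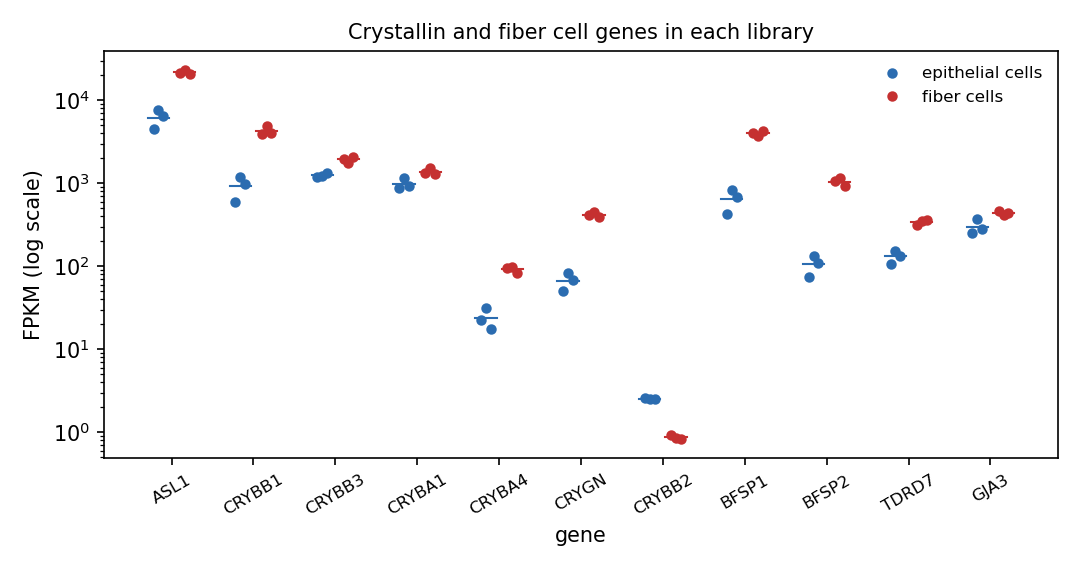
FPKM on a log scale (y axis) of 11 crystallin and other lens genes (x axis) in each of the 3 epithelial (blue) and 3 fiber (red) libraries, with lines at the means. The fiber libraries lie above the epithelial ones for each gene except CRYBB2, where they lie below.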

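The 200 genes with the highest FPKM among those called lower in fiber cells ranged from 56.3 to 15119 FPKM in epithelial cells, with a median log2 fold change of −1.08, or −0.47 relative to the median gene. When the authors' calls were ranked in the same way, the 200 genes ranged from 25.1 to 6495 FPKM, with a median log2 fold change of −1.89, or −1.28 relative to the median gene. The lists shared 85 genes, and a list from calls on centred values shared 173 with that from the authors' calls. The 200 genes with the highest FPKM among those called higher ranged from 37.9 to 21805 FPKM in fiber cells, with a median log2 fold change of 1.15, or 1.76 relative to the median gene. Of these, 198 were shared with the list from the authors' calls, and a list from calls on centred values shared 133 with the latter.
The genes behind each enriched term were taken from the paper's Table S4, and the overrepresentation test itself was not repeated here. Since the terms were found from these libraries, the direction of their genes is not independent evidence. All 20 genes listed under extracellular matrix organization in the epithelial list (LAMB1, NID1, FBN1, TGFBI and others) were called lower, with a median log2 fold change of −2.01, and 19 of them were with centred values. All 16 genes listed under epithelial mesenchymal transition, 8 under mTORC1 signaling and 7 under the unfolded protein response were called lower under both scalings. In the fiber list, 9 of the 10 genes under oxidative phosphorylation (NDUFS8, UQCR10, COX5B, SDHB and others) were called higher, with a median of 0.54, and all 10 were with centred values. All 9 genes under apoptosis and 7 under hypoxia were called higher under both.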

An analysis of biological pathways specific to identified gene expression differences between these cell populations using Enrichr [52–54] identified a wide variety of significantly enriched biological processes and pathways associated with the top 200 epithelial cell genes (log2FC < − 0.4, *q* < 0.05, ranked by highest FPKM in epithelial cells to lowest) and the top 200 fiber cell genes (log2FC > 0.4, *q* < 0.05, ranked by highest FPKM in fiber cells to lowest) (Additional file 2: Figure S2A–D, Additional file 8: Table S4). The data identify that a majority of differentially expressed genes exhibit decreased expression in lens fiber cells (Fig. 3A) consistent with the overall increase in mCG DNA methylation levels in fiber cells during lens cell differentiation (Fig. 2B).

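Of the 7655 genes called differentially expressed with the deposited FPKM, 81.5% were lower in fiber cells. That share depended on the scaling between libraries. It was 68.8% when the δ-crystallin entries were left out and the libraries rescaled, 68.9% with division by the 75th percentile of each library, 52.8% with quantile normalization and 49.3% with median centring. In the authors' deposited table 64.5% of the genes past both thresholds were lower. With median centring, 3073 of the genes called lower were no longer called and none was called higher, while 1848 genes not called before were called higher. The paper states that this majority matches the overall increase in mCG methylation levels of fiber cells (Fig. 2B).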

**Fig. 3:**
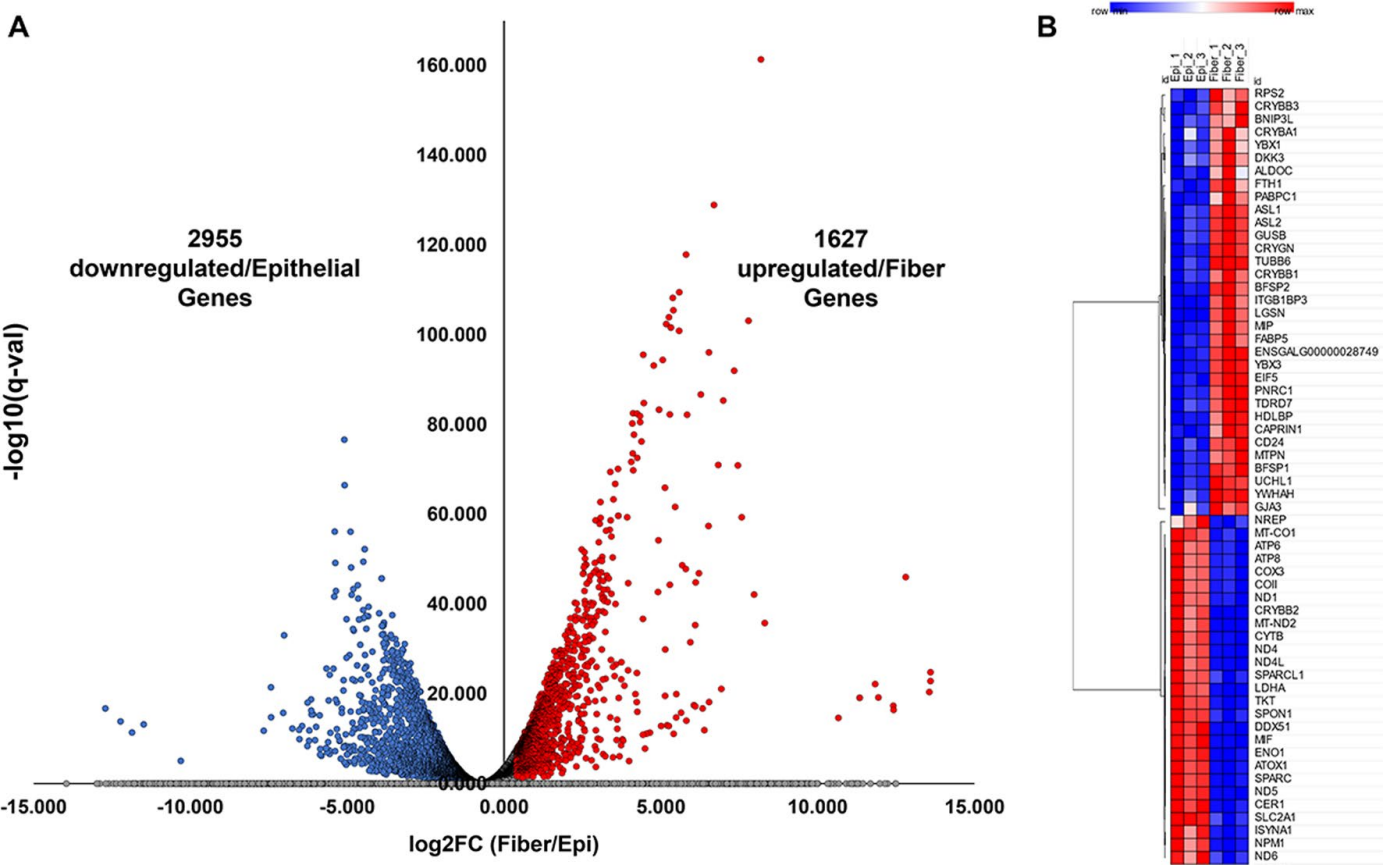
RNA-sequencing reveals novel lens epithelial cell and fiber cell gene expression patterns. **A** Volcano plot showing differentially expressed genes (DEGs) between lens fiber cells compared to lens epithelial cells (log2FC > 0.4 or  < − 0.4 and adjusted *p* < 0.05). **B** Top 60 DEGs (ranked by lowest adjusted *p* value) between lens fiber cells compared to lens epithelial cells

### Differentiation state-specific methylation patterns parallel differentiation state-specific gene expression changes during lens fiber cell differentiation

To determine the relationship between mCG DNA methylation changes and gene expression changes occurring during the epithelial cell to fiber cell transition, we integrated the bisulfite sequencing methylation data with the RNA-seq data and quantified the average change in mCG methylation for all differentially methylated regions that mapped to the gene bodies and putative promoters (− 2 kb upstream from transcription start sites) of differentially expressed genes (log2FC > 0.4 or < − 0.4, and *q* < 0.05) (Additional file 9: Table S5A–D). Of all differentially expressed genes detected between epithelial cells and fiber cells (log2-fold change FPKM > 0.4 or < − 0.4 and *q* < 0.05), 1063 exhibited increased average mCG methylation levels in fiber cells, while 222 genes exhibited decreased average mCG methylation levels in fiber cells in gene bodies and putative promoter regions (up to – 2 kb upstream from the transcription start site). A plot of the log2-fold change in gene expression levels vs the average difference in mCG methylation levels reveals a significant negative correlation between methylation changes and gene expression changes of those genes identified to exhibit different expression levels between lens epithelial and fiber cells (Fig. 4A, Pearson correlation *r* = − 0.37, *p* < 1 × 10^–42^). These data suggest that increased mCG methylation of gene bodies and putative promoter regions plays a significant role in the regulation of genes during fiber cell differentiation. 

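The average differences in mCG methylation were taken from the paper's Table S5, as the bisulfite data are not analysed here, and set against the limma log2 fold changes. Of the 1285 genes of the table, 1190 were tested. Across these genes Pearson's r was −0.41 and Spearman's rho was −0.32, each with a two-sided permutation p = 1e-05, the smallest that 100000 resamples can give. Genes are not independent replicates, and the p describes the ordering of genes, not of lenses. With single pairs of 1 epithelial and 1 fiber library, r lay between −0.42 and −0.38 over the 9 pairs (SD 0.0142). This is one of 9 relations between methylation and expression that were computed, and the Benjamini-Hochberg adjusted p over them was 1e-05 for each, for r and for rho. The alternative that moved r most was the log2 fold change of the authors' deposited table, which gave −0.37.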

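Among the tested genes with an average increase in mCG methylation across promoter and gene body in fiber cells (Table S5), 957 were called differentially expressed. Of these, 751 were called lower in fiber cells, or 78.5% (95% Wilson interval 75.8% to 81.0%), and 206 were called higher. The interval treats genes as independent draws. With centred values the numbers were 748 of 972 genes, or 77.0%. The share was highest, at 85.5%, when limma tested against a log2 fold change of 0.4.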

814 of 1063 genes with increased mCG methylation levels (76.58%) in fiber cells also exhibited decreased expression levels in fiber cells relative to epithelial cells (Fig. 4B, Additional file 9: Table S5A). Consistently, 159 of 222 genes exhibiting decreased mCG methylation levels in fiber cells (71.62%) also exhibited increased expression levels in fiber cells compared to epithelial cells (Fig. 4B, Additional file 9: Table S5B), indicating a very significant association between the identified mCG methylation and gene expression changes (Chi-squared test, *p* < 1 × 10^–43^).

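Among the tested genes with an average decrease in mCG methylation, 209 were called differentially expressed. Of these, 152 were called higher in fiber cells, or 72.7% (95% Wilson interval 66.3% to 78.3%), and 57 were called lower. With centred values, 156 of 213 genes were called higher, or 73.2%. Fisher's exact test (two-sided) of the direction of methylation against the direction of expression gave p = 1.97e-44 over the 1166 genes. From the opposite directions of both groups and the negative correlation, the paper proposes that mCG methylation of gene bodies and putative promoters plays a role in the regulation of genes during fiber cell differentiation.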

**Fig. 4:**
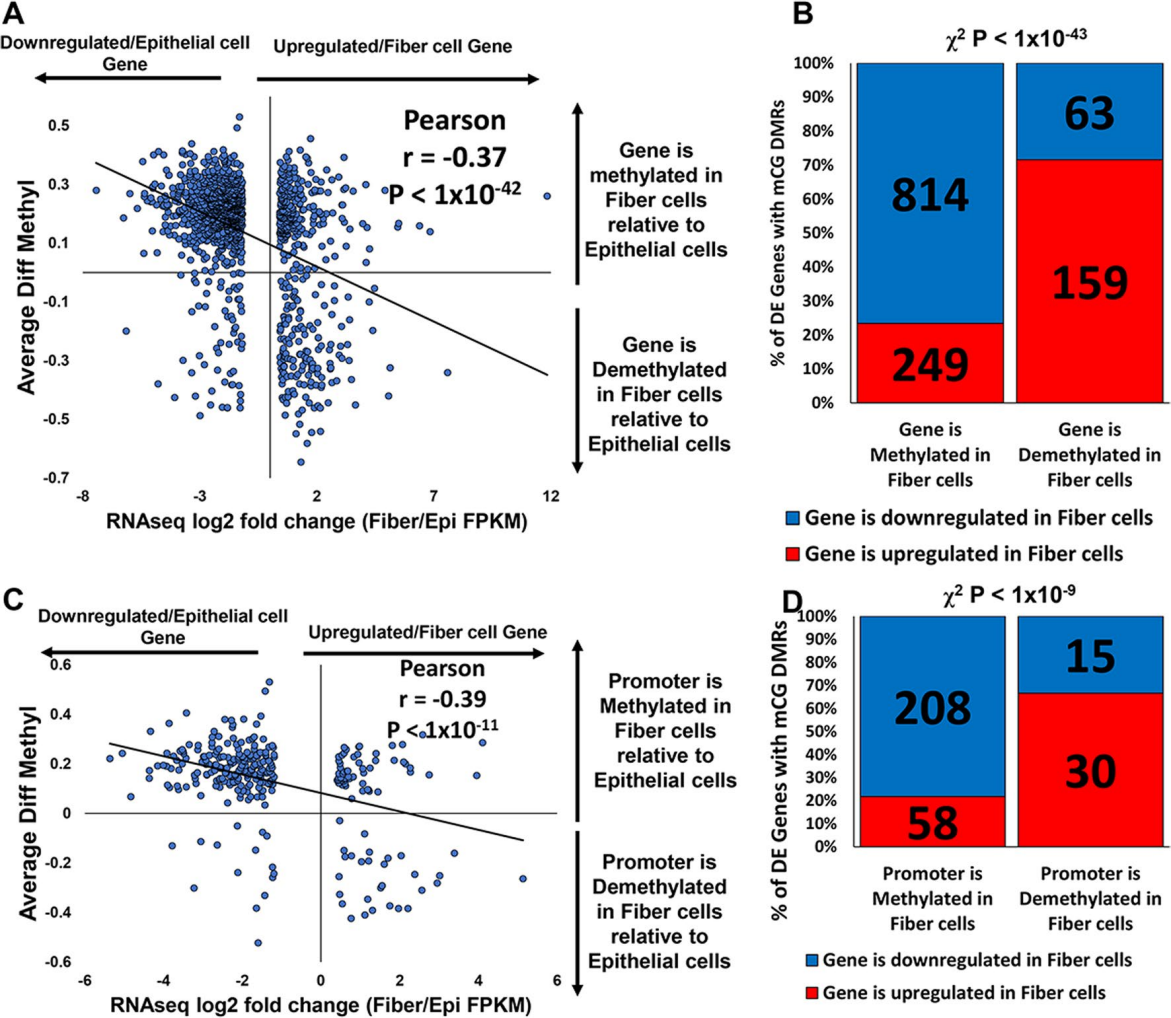
Differentiation-state-specific methylation patterns parallel differentiation state-specific gene expression changes during lens fiber cell differentiation. **A** Scatter plot of average change in mCG methylation (Average diff. Methyl) of all mCG DMRs mapped to the promoter (− 2 kb upstream of transcription start site) and genebody versus the log2-fold change in gene expression of differentially expressed genes (DEGs) between lens fiber cells and lens epithelial cells. Data indicate only DEGs that contain at least one mCG DMR. Pearson correlation *r* = − 0.37, *p* < 1 × 10^–42^. **B** Proportion of DEGs (upregulated/fiber cell gene or downregulated/epithelial cell gene) that also have an increase in average methylation (more methylated in fiber cells compared to epithelial cells) or decrease in average methylation (demethylated in fiber cells compared to epithelial cells) across the promoter and genebody combined. Data indicate only DEGs that contain at least one mCG DMR. *χ*^2^ test, *p* < 1 × 10^–43^. **C** Same as **A** but only the average change in methylation of mCG DMRs mapped to putative promoters only. Data indicate only DEGs with putative promoters that contain at least one mCG DMR. Pearson correlation *r* = − 0.39, *p* < 1 × 10^–11^. **D** Same as **B** but only the average change in methylation of mCG DMRs mapped to putative promoters only. Data indicate only DEGs with putative promoters that contain at least one mCG DMR. *χ*^2^ test, *p* < 1 × 10^–9^

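The genes behind each term were taken from the paper's Table S6, and their expression was read from the 6 libraries. They had been selected as lower in fiber cells on these same libraries. Of the 28 genes listed under epithelial mesenchymal transition (TAGLN, TNC, THBS1, MYLK, CDH11 and others), 27 were tested and all 27 were called lower, with log2 fold changes from −4.68 to −1.28 and a median of −2.16. All 9 genes under Notch signaling (NOTCH1, NOTCH2, MAML2, CCND1, FZD7 and others) were called lower, with a median of −2.21. So were all 20 genes under the UV response (median −1.99), all 20 under the G2-M checkpoint (median −1.76, BARD1, E2F1 and SMC4 among them) and the 18 tested of 19 under hypoxia (median −2.33). Of the 68 genes listed under positive and the 68 under negative regulation of transcription, 63 and 64 were tested and all of these were called lower. With centred values each of these calls was kept except 1 of the 64.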

Enrichr analysis of the 814 epithelial cell genes with increased mCG methylation levels in fiber cells (Additional file 9: Table S5A) revealed significant associations with epithelial-to-mesenchymal transition, Notch signaling, UV response, cell cycle control, hypoxia, and regulation of transcription (Additional file 3: Figure S3A, B, Additional file 10: Table S6A, B). 

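For genes with decreased mCG methylation and increased expression in fiber cells, the terms in Table S6 rest on few genes. Hedgehog signaling was listed with CDK6 and NRCAM, which had log2 fold changes of 0.77 and 1.83. Of the 6 genes under cell–cell junction organization (SDK1, CDH4, CTNNA1, PKP1, PKP4 and SDK2), 5 were tested, and 4 of these were called higher, or 5 with centred values. The median log2 fold change of the 5 was 0.58. Intermediate filament organization was listed with BFSP1, BFSP2 and PKP1, of which the first and second were tested and called higher. CPEB3 and RBM24, listed under negative regulation of cytoplasmic translation, had log2 fold changes of 1.17 and 2.13. PABPC1, with a log2 fold change of 0.67, was listed under each of the terms on mRNA catabolism, and each tested gene listed under them was called higher.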

Of the 159 fiber cell genes with decreased mCG methylation in fibers (Additional file 9: Table S5B), Enrichr analysis revealed significant functions in hedgehog signaling, cell–cell junction organization, intermediate filament organization, cytoplasmic translation and mRNA catabolism (Additional file 3: Figure S3C, D, Additional file 10: Table S6C, D). Collectively, these data suggest that changes in DNA methylation play a significant role in the regulated expression of genes preferentially expressed in either epithelial or fiber cell populations and could indirectly regulate multiple cellular features and functions.

We also conducted a similar analysis restricted to genes with differentially mCG methylated regions within putative promoter regions (up to − 2 kb upstream from gene transcription start sites) (Additional file 9: Table S5E–H). Of all differentially expressed genes detected between epithelial cells and fiber cells (log2-fold change FPKM > 0.4 or < − 0.4 and *q* < 0.05), 266 exhibited increased average mCG methylation levels in putative promoter regions (− 2 kb upstream from transcription start site) in fiber cells, while 45 genes exhibited decreased average mCG methylation levels in putative promoter regions (− 2 kb upstream from transcription start site) in fiber cells. A plot of the log2-fold change in gene expression levels vs the average difference in putative promoter mCG methylation levels revealed a significant negative correlation between putative promoter methylation changes and gene expression changes of those genes identified to exhibit different expression levels between lens epithelial and fiber cells (Fig. 4C, Pearson correlation *r* = − 0.39, *p* < 1 × 10^–11^). These data suggest that increased mCG methylation of putative promoter regions plays a significant role in the negative regulation of genes during fiber cell differentiation. 

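Restricted to regions in putative promoters, 294 of the 311 genes of Table S5 were tested. Across these genes Pearson's r was −0.41 and Spearman's rho was −0.33, each with a two-sided permutation p = 1e-05, again the smallest possible. Over the 9 pairs of single libraries, r lay between −0.43 and −0.37 (SD 0.0184).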

208 of 266 genes (78.20%) with increased putative promoter mCG methylation levels in fiber cells also exhibited decreased expression levels in fiber cells relative to epithelial cells (Fig. 4D, Additional file 9: Table S5E). By contrast, 30 of 45 genes (66.67%) with decreased putative promoter mCG methylation levels in fiber cells (65.12%) also exhibited increased expression levels in fiber cells relative to epithelial cells (Fig. 4D, Additional file 9: Table S5F). 

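Of the tested genes with increased putative promoter methylation, 250 were called differentially expressed and 195 of these, or 78.0% (95% Wilson interval 72.5% to 82.7%), were called lower in fiber cells. The other 55 were called higher. With centred values, 194 of 251 genes (77.3%) were called lower.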

A Chi-squared test also confirmed a significant association between the identified methylation and gene expression changes (*p* < 1 × 10^–9^).

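Of the tested genes with decreased putative promoter methylation, 39 were called differentially expressed. Of these, 26 were called higher in fiber cells, or 66.7% (95% Wilson interval 51.0% to 79.4%), and 13 lower. With centred values, 29 of 42 genes were called higher (69.0%). Fisher's exact test (two-sided) of the direction of promoter methylation against the direction of expression gave p = 6.18e-08.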

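For genes with increased putative promoter methylation and decreased expression, the number of genes behind each term in Table S6 was small. Of the 8 genes listed under epithelial mesenchymal transition (NOTCH2, TAGLN, ANPEP, CDH11, LAMA3, MYL9, LOXL1 and VEGFA), 7 were tested and called lower, with a median log2 fold change of −2.12. All 8 genes under hypoxia (LDHA, SLC2A1, ENO1 and BCL2 among them), 5 under the G2-M checkpoint, 5 under mTORC1 signaling, 5 under glycolysis, 4 under hedgehog signaling and 3 under Notch signaling were called lower, under both scalings. Their medians ranged from −1.67 for Notch signaling to −2.55 for hedgehog signaling. The lists overlapped, and LDHA, ENO1 and HSPA5 each stood in 3 of them. VEGFA stood under epithelial mesenchymal transition, hypoxia, hedgehog signaling and glycolysis. NOTCH2 stood under epithelial mesenchymal transition, Notch signaling and the G2-M checkpoint.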

Enrichr analysis of the 208 epithelial cell genes with increased putative promoter mCG methylation levels in fiber cells (Additional file 9: Table S5E) revealed significant associations with epithelial-to-mesenchymal transition, Notch signaling, cell cycle control, hypoxia, mTORC1 signaling, hedgehog signaling, and glycolysis (Additional file 3: Figure S3E, F, Additional file 10: Table S6E, F). Of the 30 fiber cell genes with decreased putative promoter mCG methylation in fibers (Additional file 9: Table S5F), Enrichr analysis revealed significant functions in IFN-gamma response, actin filament organization, cell–matrix adhesion, eye development, and negative regulation of epithelial cell proliferation (Additional file 3: Figure S3G, H, Additional file 10: Table S6G, H). Collectively, these data suggest that DNA methylation changes within promoter regions play a significant role in the regulation of differentiation state-specific gene expression during lens cell differentiation and hence in the modulation of cell-type specific functions ranging from structure to homeostasis.

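The genes behind these terms were called higher in fiber cells, apart from ERMN, which was called only with centred values, and LMOD2, which was below the filter. NFKBIA and STAT4, listed under the interferon gamma response, had log2 fold changes of 3.35 and 2.88. CORO1C, listed with ERMN and LMOD2 under actin filament organization, had a log2 fold change of 0.47. CDK6 and CORO1C stood under cell–matrix adhesion, SOX2 and CRYBA4 under eye development, and SOX2 and CDK6 under negative regulation of epithelial cell proliferation.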

In summary, this analysis provides evidence that DNA methylation of promoter regions, and gene bodies plays a significant role in regulating the differentiation state-specific expression of multiple genes important for a wide variety of lens epithelial cell or fiber cell functions.

### Differentiation state-specific methylation patterns parallel changes on chromatin accessibility occurring upon lens fiber cell differentiation

To identify a possible relationship between DNA methylation and chromatin accessibility, we integrated bisulfite sequencing data and ATAC-seq data [32]. The analysis revealed that 699 regions of DNA exhibiting decreased levels of mCG DNA methylation in fiber cells and 2756 regions of DNA exhibiting increased levels of mCG DNA methylation in fiber cells were contained in chromatin-accessible regions in the lens genome of embryonic day 13 chick lenses. Analysis of this data revealed that 92% (646 of 699) of the regions exhibiting decreased levels of mCG DNA methylation in fiber cells were significantly associated with increased chromatin accessibility in fiber cells relative to epithelia (log2fc > 0.25 and *q* < 0.05) (Fig. 5A, Chi-square *p* < 1 × 10^–300^, Additional file 11: Table S7). Conversely, 72% (1979 of 2756) of the regions exhibiting increased levels of mCG DNA methylation in fiber cells was significantly associated with decreased chromatin accessibility in fiber cells relative to epithelia (log2fc < − 0.25 and *q* < 0.05). Consistently, a significant negative correlation was detected between changes in mCG methylation and chromatin accessibility (Fig. 5B, Pearson correlation *r* = − 0.86, *p* < 1 × 10^–300^), with regions showing the largest decreases in mCG methylation also showing the largest increases in accessibility and regions showing the largest increases in mCG methylation also showing the largest decreases in accessibility. Thus, there is a strong correlation between mCG DNA methylation state and chromatin accessibility in differentiating lens cells.

**Fig. 5:**
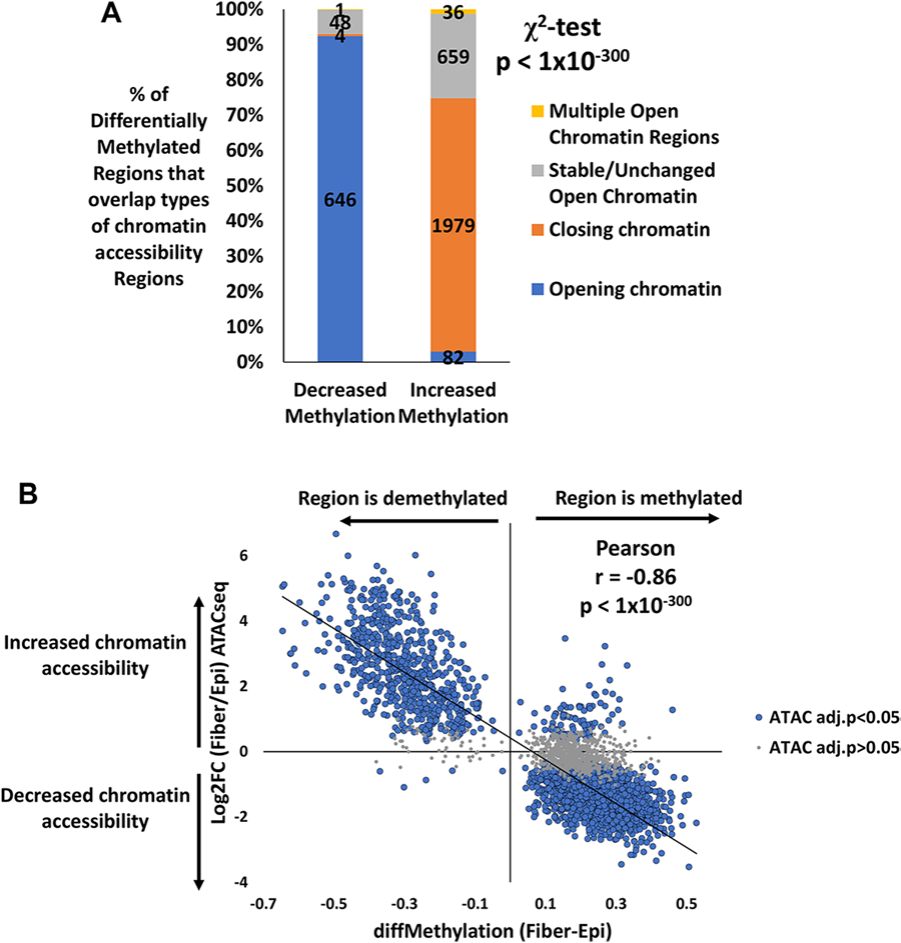
Differentiation-state-specific methylation patterns parallel changes on chromatin accessibility occurring upon lens fiber cell differentiation. **A** Proportion of mCG DMRs that overlap a chromatin-accessible region in the lens genome. Opening chromatin indicates a chromatin-accessible region that is significantly more open in lens fiber cells compared to lens epithelial cells (ATACseq log2FC > 0, adjusted *p* < 0.05). Closing chromatin indicates the inverse (ATACseq log2FC < 0, adjusted *p* < 0.05). Stable/unchanged open chromatin indicates a chromatin-accessible region that does not change significantly between lens fiber cells and lens epithelial cells (ATACseq adjusted *p* > 0.05). This plot is limited only to mCG DMRs that overlap at least one chromatin-accessible region. *χ*^2^ test, *p* < 1 × 10^–300^. **B** Scatter plot of the change in methylation (diff. methyl) of mCG DMRs plotted against the change in chromatin accessibility at the same region. The plot is divided into significant changes in chromatin accessibility (ATACseq adjusted *p* < 0.05) and non-significant changes (adjusted *p* > 0.05). This plot is limited only to mCG DMRs that overlap at least one chromatin-accessible region. Pearson correlation *r* = − 0.86, *p* < 1 × 10^–300^

### Combined analysis reveals strong correlations between DNA methylation, chromatin accessibility and gene regulation during lens cell differentiation

Integration of bisulfite sequencing, ATACseq, and RNAseq data comparing lens epithelial cells and fiber cells during lens differentiation, revealed 1219 sites in gene bodies and promoters of differentiation state-specific genes that also have significant changes in DNA methylation and chromatin accessibility (Fig. 6A, B, Additional file 12: Table S8A). The combined analysis reveals that 164 sites within gene bodies or promoters of fiber cell genes exhibit decreased methylation and increased chromatin accessibility. 

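The positions, methylation changes and accessibility changes of the sites were taken from the paper's Table S8, and the direction of expression from the limma calls. Of its 1219 sites of changed accessibility in 717 genes, 1133 sites lay in 662 genes called differentially expressed. Genes called higher in fiber cells held 232 of these sites, and 153 of them (65.9%) had decreased methylation and increased accessibility. In genes called lower the share was 9.99%, or 90 of 901 sites. The 153 sites lay in 127 genes. The alternative that moved the share most was the use of the q-values and fold changes of the authors' deposited table, with 61.4%.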

One hundred and thirty-five fiber cell preferred genes contained at least one demethylated DNA region that also exhibited increased chromatin accessibility. Additionally, the analysis revealed that 843 identified sites within gene bodies or promoters of epithelial cell preferred genes exhibit increased methylation and decreased chromatin accessibility in fiber cells, and 467 epithelial cell preferred genes contain at least one methylated region that also exhibits decreased chromatin accessibility. 

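Genes called lower held 795 sites with increased methylation and decreased accessibility, or 88.2% of their sites, and these lay in 432 genes. In genes called higher, 69 sites (29.7%) were of this kind. Over the alternatives, the share in lower genes stayed between 88.1% and 88.6%. It could hardly move, as the sites are those of genes that the authors had called on the same libraries.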

A Chi-squared test confirms the significant association between differentially methylated mCG sites in differentially accessible chromatin regions and corresponding gene expression changes (Fig. 6B, Chi-square *p* < 1 × 10^–76^). 

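Fisher's exact test (two-sided) of these shares between lower and higher genes gave p = 2.09e-68 for sites with increased methylation and decreased accessibility and p = 7.99e-66 for sites with decreased methylation and increased accessibility. A gene can hold several sites, so the sites are not independent.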

A similar analysis was performed for the 149 sites in promoters of differentiation state-specific genes that also show significant changes in DNA methylation and chromatin accessibility (Fig. 6C, D, Additional file 12: Table S8B). Similar to the results above, 22 sites within promoters of fiber cell preferred genes exhibit decreased methylation and increased chromatin accessibility. 22 fiber cell preferred genes contained at least one demethylated DNA region that also exhibited increased chromatin accessibility. Additionally, the analysis revealed that 106 identified sites within promoters of epithelial cell preferred genes exhibited increased methylation and decreased chromatin accessibility in fiber cells. 

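The direction of expression was again taken from the limma calls. Of the 149 promoter sites of changed accessibility in Table S8, 140 lay in 124 genes called differentially expressed. In genes called higher, 19 of 29 promoter sites (65.5%) had decreased methylation and increased accessibility, and they lay in 19 genes. In genes called lower, 7 promoter sites (6.31%) did.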

91 epithelial cell preferred genes contained at least one methylated region that also exhibited decreased chromatin accessibility in fiber cells. 

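In genes called lower, 102 of 111 promoter sites (91.9%) had increased methylation and decreased accessibility, in 87 genes. In genes called higher, 9 promoter sites (31.0%) did.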

A Chi-squared test confirmed a significant association between differentially methylated mCG sites in differentially accessible chromatin regions at putative promoters (− 2 kb upstream from the transcription start site) and corresponding gene expression changes (Fig. 6D, Chi-square *p* < 1 × 10^–13^). These data suggest a direct relationship between DNA methylation and chromatin accessibility both of which are correlated with specific changes in gene expression occurring during the differentiation of lens epithelial cells into lens fiber cells.

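Fisher's exact test (two-sided) between the promoter sites of lower and of higher genes gave p = 6.09e-11 for increased methylation with decreased accessibility and p = 5.36e-11 for decreased methylation with increased accessibility. From the match of the changes in methylation, accessibility and expression at these sites, the paper proposes a direct relationship between DNA methylation and chromatin accessibility, with both tied to changes in gene expression.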

**Fig. 6:**
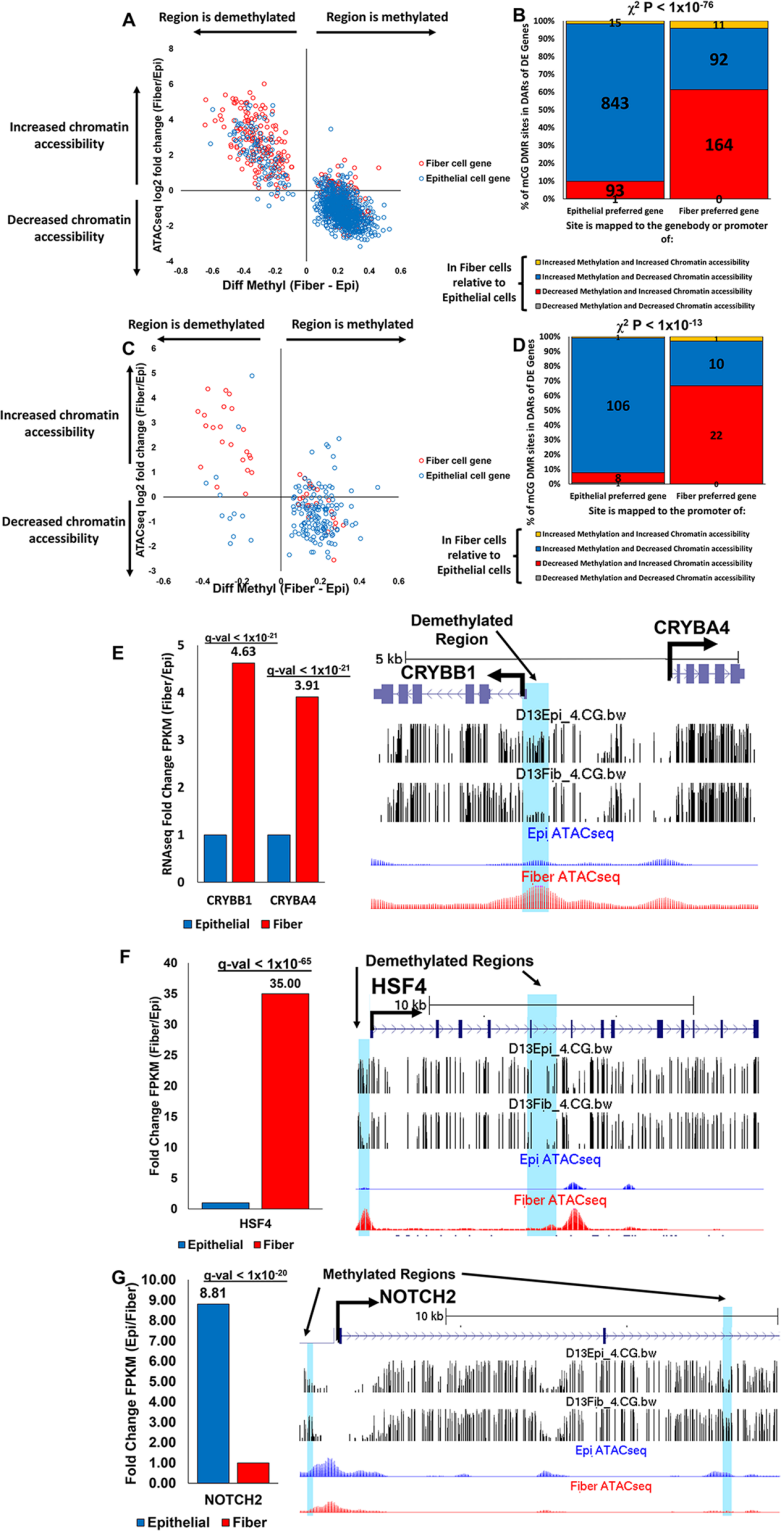
Multiomics analysis reveals strong correlations between DNA methylation, chromatin accessibility and gene regulation during lens cell differentiation. **A** Scatter plot of the change in methylation (diff. methyl) of mCG DMRs mapped to the promoter or genebody of a DEG plotted against the change in chromatin accessibility. Red indicates a mCG DMR that is mapped to an upregulated/fiber cell gene. Blue indicates a mCG DMR that is mapped to a downregulated/epithelial cell gene. This plot is limited only to mCG DMRs that are mapped both to a chromatin-accessible region and either the promoter or genebody of a DEG. **B** Proportion of differentially methylated regions contained within the promoter or gene body of a DEG (upregulated/fiber cell gene or downregulated/epithelial cell gene) that is also contained within a differentially accessible chromatin region. Each site is categorized based on whether it has (1) increased or decreased mCG methylation during lens differentiation; (2) increased or decreased chromatin accessibility during lens differentiation, and (3) if the site is in the promoter or gene body of an epithelial cell preferred gene (RNAseq log2FC < − 0.4, *q* < 0.05) or a fiber cell preferred gene (RNAseq log2FC > 0.4, *q* < 0.05). This chart is limited only to mCG DMRs that are mapped to a differentially accessible chromatin region (ATACseq *q* < 0.05) and either the promoter or genebody of a DEG. Chi-square test *p* < 1 × 10^–43^. **C** Same as **A** but limited to the change in methylation (diff. methyl) of mCG DMRs that are mapped only to the promoter of a DEG and a chromatin-accessible region. Red indicates a mCG DMR that is mapped to an upregulated/fiber cell gene. Blue indicates a mCG DMR that is mapped to a downregulated/epithelial cell gene. **D** Same as **B** but limited to the change in methylation (diff. methyl) of mCG DMRs that are mapped only to the promoter of a DEG that is also in a differentially accessible chromatin region (ATACseq *q* < 0.05). Chi-square test *p* < 1 × 10^–9^. **E** Galgal6 UCSC genome browser track encompassing CRYBB1 and CRYBA4. Black bent arrows indicate transcription start sites. Vertical light blue highlighted column indicates the genomic region within the promoter region of both CRYBB1 and CRYBA4 that contains a mCG DMR that is significantly demethylated in fiber cells compared to epithelial cells. Also shown are tracks of the relative mCG methylation levels in epithelial cells (D13Epi_4_CG.bw) and fiber cells (D13_Fib_4_CG.bw). Tracks of ATACseq peak intensity from lens epithelial and fiber cells. Taller and wider peaks represent increased chromatin accessibility at the corresponding genomic region. Also shown are the relative gene expression changes expressed as fold change FPKM values of CRYBB1 and CRYBA4 in fiber cells compared to epithelial cells. **F** Same as **C** but for HSF4. Two mCG DMRs are shown. One in the promoter region (left) and one in the genebody (right). The relative gene expression changes expressed as fold change FPKM values of HSF4 in fiber cells compared to epithelial cells. **G** Same as **C** but for NOTCH2. Two mCG DMRs are shown. One in the promoter region (left) and one in the genebody (right). The relative gene expression changes of NOTCH2 are expressed as fold change FPKM values in epithelial cells compared to fiber cells

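HSF4 (ENSGALG00000003224) had 1.30 ± 0.442 FPKM (SD, n = 3) in epithelial cells and 45.4 ± 5.63 FPKM (SD, n = 3) in fiber cells, a 35.0-fold higher mean. Its log2 fold change was 5.07 (standard error 0.23, limma adjusted p = 1.76e-06), or 5.68 relative to the median gene, and it lay between 4.81 and 5.29 with 1 library left out in turn.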

This relationship extends to multiple genes with important lens functions. Both of the crystallin genes CRYBB1 and CRYBA4 [55–58] share the same promoter region, a feature also seen in mouse and human genomes [59, 60], and both have at least 3 × greater expression levels in fiber cells compared to epithelial cells (Fig. 6E). 

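CRYBB1 (ENSGALG00000005630) had 924 ± 301 FPKM (SD, n = 3) in epithelial cells and 4273 ± 583 FPKM (SD, n = 3) in fiber cells, a 4.63-fold higher mean. CRYBA4 (ENSGALG00000005634) had 23.6 ± 6.87 FPKM (SD, n = 3) and 92.5 ± 8.38 FPKM (SD, n = 3), a 3.91-fold higher mean. Their log2 fold changes were 2.26 (standard error 0.25, limma adjusted p = 7.73e-05) and 2.00 (standard error 0.19, limma adjusted p = 4.01e-05). Relative to the median gene they were 2.87 and 2.61. With 1 library left out in turn, the log2 fold change of CRYBB1 lay between 1.98 and 2.47 and that of CRYBA4 between 1.80 and 2.21.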

The shared promoter region contains one differentially methylated region with significantly lower methylation levels in fiber cells compared to epithelial cells. This demethylated region is also contained within an open chromatin region with increased chromatin accessibility in fiber cells compared to epithelial cells. Another example is the lens fiber cell-specific transcription factor HSF4 [61, 62] (Fig. 6F) that exhibits one differentially methylated region in the promoter and one in the fifth intron of the gene body. Both have significantly lower methylation levels, and both are also contained within an open chromatin region with increased chromatin accessibility in fiber cells compared to epithelial cells. There is also an open chromatin region partially contained within the sixth intron and sixth exon that exhibits increased chromatin accessibility in fiber cells compared to epithelial cells and also appears to exhibit lower methylation levels in fiber cells relative to epithelial cells. However, this region was not identified as a statistically significant differentially methylated region by the DSS analysis software. Another example is NOTCH2, a receptor that upon conditional mutation results in a cataract in mice [63]. The Notch signaling pathway has been previously established as an essential pathway for lens differentiation [64]. NOTCH2 (Fig. 6G) is expressed at significantly lower levels in fiber cells and contains one differentially methylated region in the promoter and one in the second intron of the gene body. Both regions have significantly higher methylation levels in fiber cells. 

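NOTCH2 (ENSGALG00000002922) had 18.7 ± 1.84 FPKM (SD, n = 3) in epithelial cells and 2.13 ± 0.634 FPKM (SD, n = 3) in fiber cells. The log2 fold change was −3.12 (standard error 0.21, limma adjusted p = 8.85e-06), or −2.51 relative to the median gene. The 3 epithelial libraries all lay above the 3 fiber libraries.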

The methylated region in the promoter is contained within an open chromatin region with unchanged chromatin accessibility (ATACseq *q* > 0.05) and the methylated region in the second intron is contained within an open chromatin region with decreased chromatin accessibility in fiber cells (ATACseq log2FC < 0, *q* < 0.05). The genome tracks used for Fig. 6 can also be found at (http://genome.ucsc.edu/s/jdisatha/galGal6_methylome_Lens) where interested readers can also search for any gene of interest to visualize the presence or absence of nearby differentially methylated regions and differential chromatin accessibility regions between lens epithelial and fiber cells.

### Identification of transcription factor binding sites in differentially methylated DNA regions

To explore the relationship between representation of transcription factor consensus sequences in regions with altered DNA methylation and altered gene expression, transcription factor binding motifs significantly overrepresented in differentially methylated DNA regions were correlated with differential gene expression levels in lens epithelial and fiber cells using the AME tool from MEME-suite [65, 66] (Fig. 7A, B). Regions of DNA with significantly greater methylation in fiber cells relative to epithelial cells and mapped to promoters or gene bodies of epithelial cell genes contained, among others, the binding motifs of ARNT:HIF1a, RBPJ, MYCN, and MAX:MYC (Fig. 7A, Additional file 13: Table S9A). Many of the enriched binding motifs are from transcription factors with well-established roles in regulation of lens gene expression, lens development, and differentiation (Additional file 13: Table S9) [44, 64, 67–89]. Consistently, previous studies showed HIF1 to be a major regulator of lens gene expression [44], RBPJ is involved in early lens development [64, 87], and both c-Myc and n-Myc have established roles in lens cell proliferation and differentiation [70, 86]. Conversely, regions of DNA that exhibited decreased methylation in fiber cells and are contained within putative promoters of genes preferentially expressed in fiber cells contained, among other binding sequences, the consensus site for transcription factor NFAT5, SOX2, and the MAF family of transcription factors (Fig. 7B, Additional file 13: Table S9B). Consistently, previous studies revealed a role for NFAT5 in the hyperosmotic stress response in human lens epithelial cells [85], SOX2 is a well-established transcription factor required for lens development [90], and the MAF family of transcription factors are known regulators of lens gene expression and lens development [76, 77, 79–81]. The data suggest that changes in DNA methylation within the identified regions regulate the ability of specific lens transcription factors to control gene expression changes during lens cell differentiation.

**Fig. 7:**
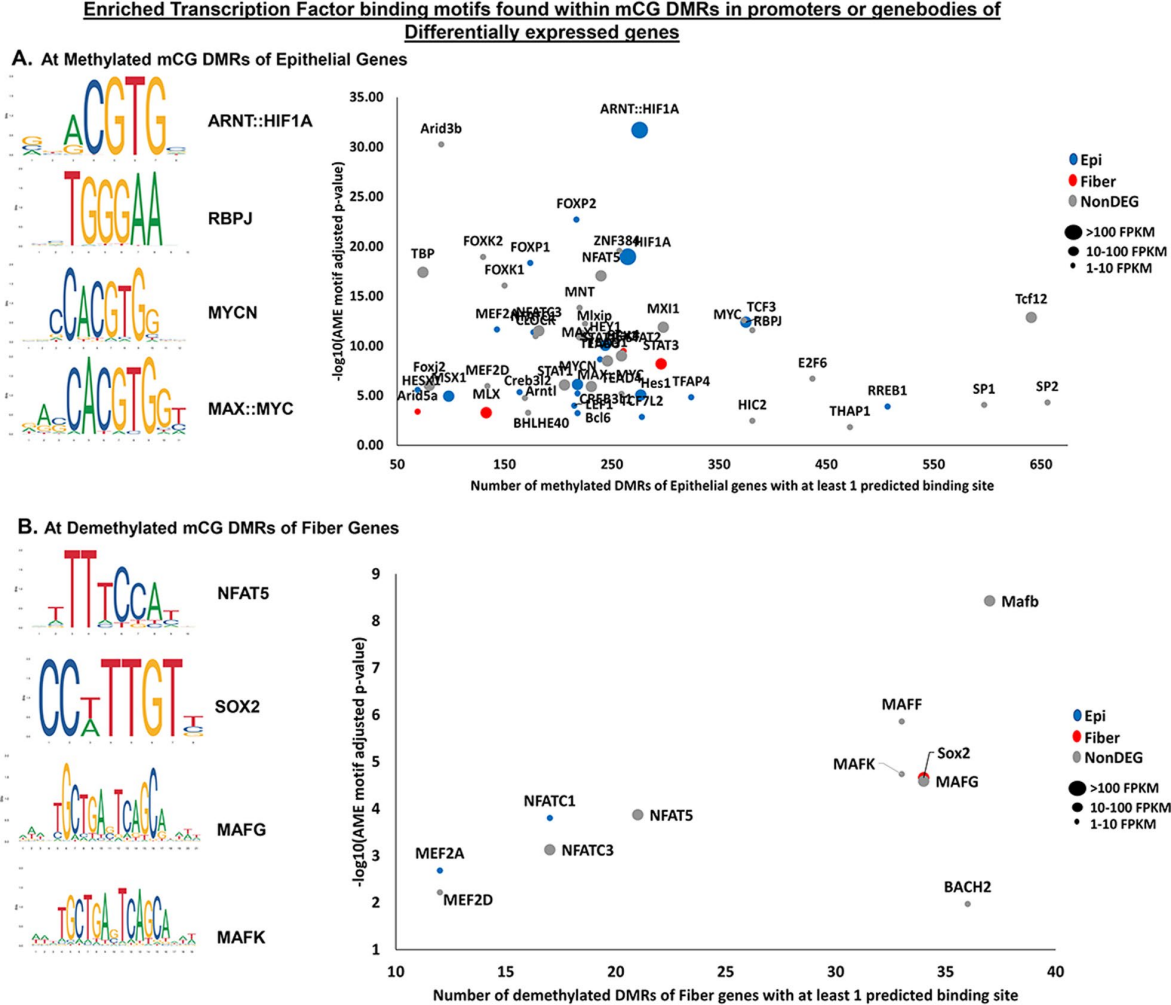
Identification of transcription factor binding sites in differentially methylated DNA regions. **A** DNA sequences within Genomic regions with (1) significantly higher methylation in lens fiber cells compared to lens epithelial cells and (2) found in the genebodies or promoters of genes with decreased expression levels in fiber cells compared to epithelial cells were analyzed to find significantly enriched transcription factor binding motifs. Scatterplot shows a plot of the − log10 (adjusted *p* value) of significantly detected transcription factor motifs identified using the AME tool versus the number of downregulated/epithelial cell genes that have at least one binding site within a methylated region identified by the FIMO tool. Only transcription factors encoded by genes that have a total transcript expression level (sum of average Epi and Fiber FPKM) of at least 1 FPKM are reported (Additional file 13: Table S9A). The color of each datapoint also indicates whether the gene encoding the transcription factor is more highly expressed in epithelial cells (blue) (log2-fold change FPKM < − 0.4, *q* < 0.05), fiber cells (red) (log2-fold change FPKM > 0.4, *q* < 0.05), or there is no significant differences in gene expression levels between epithelial and fiber cells (grey) (Additional file 13: Table S9A). The size of each datapoint corresponds to the total transcript expression level for each transcription factor. Select transcription factor consensus sequence logos from JASPAR database are shown. **B** Same as **A** but for DNA sequences in genomic regions with (1) significantly lower methylation in lens fiber cells compared to lens epithelial cells and (2) found in the genebodies or promoters of genes with increased expression levels in fiber cells compared to epithelial cells

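The classes of the factors were re-derived from the limma calls. All 20 factors that Table S9A places as more highly expressed in epithelial cells were called lower in fiber cells and all 4 that it places as more highly expressed in fiber cells were called higher, under both the deposited and the centred scaling. Of the 29 that it gives no difference for, 21 were called lower with the deposited FPKM and 8 were not called, while with centred values 1 was called lower, 4 were called higher and 24 were not called. Of the 8 such factors of Table S9B, 4 were called lower with the deposited FPKM and none with centred values, where 3 were called higher.
HIF1A (ENSGALG00000011870) had 98.7 ± 10.4 FPKM (SD, n = 3) in epithelial cells and 24.0 ± 4.35 FPKM (SD, n = 3) in fiber cells, with a log2 fold change of −2.04 (standard error 0.14, limma adjusted p = 1.07e-05), or −1.44 relative to the median gene. ARNT fell by 0.36 on the log2 scale, short of the fold threshold except without epithelial replicate 2, and rose by 0.25 relative to the median gene. MYCN fell by 1.60 and HES1 by 2.91 and both were called lower under each scaling. RBPJ fell by 1.00 and MAX by 0.88, and relative to the median gene neither was past both thresholds. MYC fell by 1.69 (standard error 0.46, limma adjusted p = 0.00937), from 5.20 ± 0.156 FPKM (SD, n = 3) to 1.82 ± 1.07 FPKM (SD, n = 3), and lay past the threshold with the deposited FPKM but not with median centring or quantile normalization. Without fiber replicate 1 it fell by 1.07.
NFAT5 fell by 0.84 and was not called relative to the median gene, where it fell by 0.23. The small MAF genes MAFG and MAFK had log2 fold changes of 0.16 and 0.21 (limma adjusted p = 0.494 and 0.493), and relative to the median gene both were called higher. Single libraries decided their direction, which turned to −0.07 for MAFG without fiber replicate 2 and to −0.13 for MAFK without epithelial replicate 1. The values of MAFG are identical to those listed for PCYT2 and SIRT7.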

Transcription factor abundance is one of many factors that control the rate of transcription of target genes [91]. Although the present study does not reveal the relative protein abundances of transcription factors, the analysis does identify the relative mRNA expression levels of the transcription factors with the most enriched consensus sequences found within differentially methylated regions of DNA. Many of the highly expressed transcription factors identified in Fig. 7 and Additional file 13: Table S9 (total FPKM > 12) such as HIF1A [44, 92], HEY1 [88], STAT3 [69], SOX2 [82], and MAFB [76, 77, 79, 80] have known functions in lens development and differentiation (Additional file 13: Table S9). In contrast, the transcription factors with low expression levels (total FPKM < 5) such as MAFF, Arid5a, TEAD4, and HIC2 (Additional file 13: Table S9) do not yet have any known functions in the regulation of lens structure, homeostasis, or gene expression. 

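The sum of the average FPKM of both cell types was 123 for HIF1A, 50.3 for HEY1, 28.9 for STAT3 and 12.1 for SOX2. HEY1 (ENSGALG00000035031) fell from 46.0 ± 9.23 FPKM (SD, n = 3) in epithelial cells to 4.29 ± 1.81 FPKM (SD, n = 3) in fiber cells, with a log2 fold change of −3.48 (standard error 0.33, limma adjusted p = 3.82e-05). STAT3 (ENSGALG00000003267) rose from 10.5 ± 2.85 to 18.4 ± 0.963 FPKM (SD, n = 3 each), with a log2 fold change of 0.83 (standard error 0.19, limma adjusted p = 0.00431), though it was not past the threshold when tested against a log2 fold change of 0.4.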

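The sum of the average FPKM was 3.89 for MAFF, 3.80 for ARID5A, 4.43 for TEAD4 and 4.79 for HIC2. MAFF had 2.17 ± 1.02 FPKM (SD, n = 3) in epithelial cells and 1.72 ± 0.0635 FPKM (SD, n = 3) in fiber cells (log2 fold change −0.19, limma adjusted p = 0.631). Without epithelial replicate 1 or 2 the log2 fold change turned to 0.07 or 0.00, and without epithelial replicate 3 it was −0.65 and past the threshold. It was positive under each other scaling. ARID5A rose by 1.08 on the log2 scale (standard error 0.19, limma adjusted p = 0.00101). TEAD4, whose values are identical to those listed for RHNO1 and TULP3, fell by 0.61 (standard error 0.12, limma adjusted p = 0.00163) and did not change relative to the median gene (0.00). With quantile normalization it was 0.17. HIC2 fell by 1.24 (standard error 0.24, limma adjusted p = 0.00173) and by 0.64 relative to the median gene, where it was not called.

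**Figure D3:**
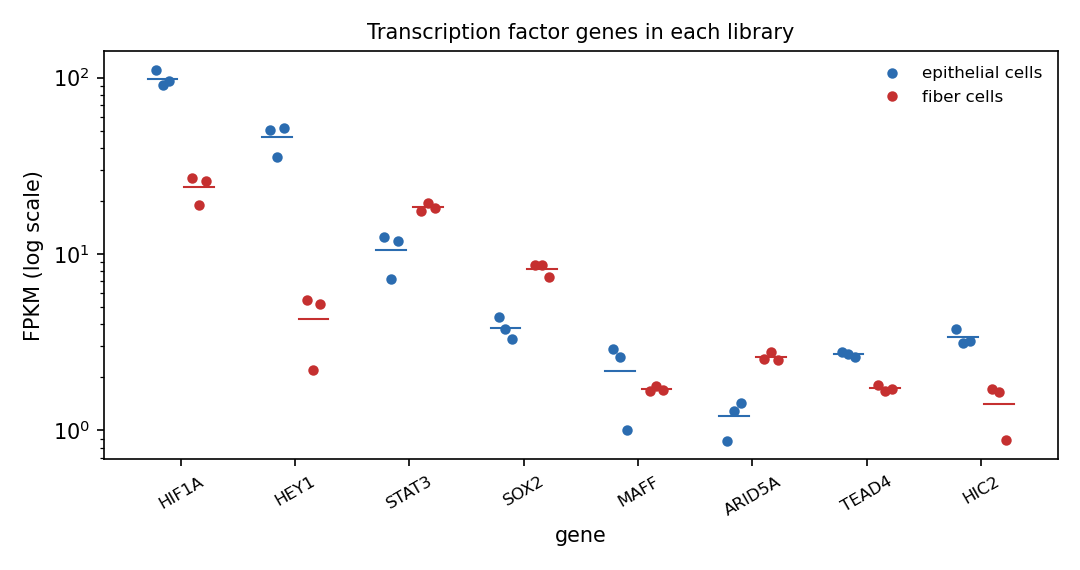
FPKM on a log scale (y axis) of 8 transcription factor genes (x axis) in each of the 3 epithelial (blue) and 3 fiber (red) libraries, with lines at the means. HIF1A and HEY1 lie lower and STAT3, SOX2 and ARID5A higher in fiber cells under each scaling, while MAFF and TEAD4 change direction with the scaling and HIC2 stays lower.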

Although we cannot rule out the potential role of lowly expressed transcription factors in the regulation of the identified differentially methylated genes, the data suggest that transcription factors that are (1) highly expressed, and (2) have a highly enriched consensus sequence in the identified differentially methylated regions (high − log10 AME motif adjusted *p* value and high number of predicted target genes, Fig. 7, Additional file 13: Table S9) likely play a major role in the regulation of lens gene expression via binding to differentially methylated regulatory elements during lens differentiation.

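SOX2 (ENSGALG00000043460) had 3.82 ± 0.545 FPKM (SD, n = 3) in epithelial cells and 8.25 ± 0.717 FPKM (SD, n = 3) in fiber cells. The log2 fold change was 1.10 (standard error 0.13, limma adjusted p = 1.19e-04), or 1.70 relative to the median gene, and it lay between 1.00 and 1.20 with 1 library left out in turn.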

Interestingly, the SOX2 gene is more highly expressed and demethylated in fiber cells relative to epithelial cells (Additional file 13: Table S9B). Analysis of transcription factor binding sequences revealed that the consensus sequence for SOX2 is enriched in genes that are more highly expressed and demethylated in fiber cells relative to epithelial cells. Thus, both SOX2, and its predicted target fiber cell genes (Additional file 14: Table S10A) have increased expression and decreased methylation during lens cell differentiation. Conversely, the genes for RREB1, TCF3, FOXP1, CREB3L2, HIF1a, BCL6, MEF2A, MSX1, LEF1, CREB3L1, HEY1, TCF7L2, and NFATC1 have significantly decreased expression levels and are methylated in fiber cells relative to epithelial cells (Additional file 13: Table S9A). 

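Table S10A lists 37 predicted SOX2 sites in 34 genes. Of these genes 33 were tested and 32 were called higher in fiber cells, or 33 with centred values. Their log2 fold changes ranged from 0.42 to 5.07 with a median of 1.32. They had been chosen for higher expression on the same libraries.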

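All 13 genes were called lower in fiber cells, with log2 fold changes from −1.16 for TCF3 (limma adjusted p = 4.03e-05) to −3.48 for HEY1 and a median of −2.38. The largest limma adjusted p among them was 4.50e-05. With median centring the changes ranged from −0.55 to −2.87 and all 13 were still called. The genes differed in level. MSX1 had 26.5 ± 1.09 FPKM (SD, n = 3) in epithelial cells and 9.98 ± 1.08 FPKM (SD, n = 3) in fiber cells. CREB3L1 had 1.39 ± 0.326 and 0.0584 ± 0.0350 FPKM (SD, n = 3 each), and NFATC1 had 2.02 ± 0.00944 and 0.147 ± 0.0676 FPKM (SD, n = 3 each), so that the log2 fold changes of these last genes, −3.23 and −3.14, depend on the added 0.1 FPKM. RREB1, FOXP1, CREB3L2, BCL6, MEF2A, LEF1 and TCF7L2 lay between 3.41 and 8.26 FPKM in epithelial cells and between 0.447 and 1.76 FPKM in fiber cells. From the parallel changes of these factors and of their predicted target genes, the paper proposes that DNA methylation has a role in both the availability and the accessibility of transcription factors during lens differentiation.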

Analysis of transcription factor binding sequences revealed that the consensus sequences for these transcription factors are enriched in genes with decreased expression and increased methylation in fiber cells relative to epithelial cells. Thus, both the identified transcription factors and their predicted target epithelial cell genes (Additional file 14: Table S10B) have decreased expression and increased methylation during lens cell differentiation. The data suggest a role for DNA methylation in controlling both the availability and accessibility of transcription factors during lens differentiation.

## Discussion

Although the role of CG methylation (mCG) in gene silencing is well-established, few studies have examined its potential role in control of cellular differentiation. In the present study, we sought to establish a role for CG methylation in control of gene expression levels required for differentiation of immature lens epithelial cells into mature fiber cells conferring the adult structure and transparent function of the eye lens. The lens is a well-characterized model for cellular differentiation and previous studies have shown that differentiation state-specific changes in gene expression [43, 93] and chromatin accessibility [32, 47] characterize the differentiation of lens epithelial cells into lens fiber cells. Here, we employed bisulfite sequencing to interrogate the potential for mCG methylation in regulating chromatin accessibility, gene expression, and hence lens cell differentiation.

Analysis of whole genome bisulfite sequencing data identified 7621 genomic regions exhibiting differentiation state-specific differences in mCG levels between undifferentiated lens epithelial and differentiated fiber cells. Sites exhibiting increased mCG methylation at promoters and genebodies had a strong correlation with decreased gene expression levels in lens fiber cells and sites exhibiting decreased mCG methylation at promoters and genebodies had a strong correlation with increased gene expression levels in lens fiber cells (Pearson correlation *r* = − 0.37, *p* < 1 × 10^–42^).

Interrogation of the relationship between mCG DNA methylation levels and chromatin accessibility changes determined by ATAC-seq revealed that sites exhibiting decreased mCG methylation had a strong correlation with increased chromatin accessibility in lens fiber cells and sites exhibiting increased mCG methylation had a strong correlation with decreased chromatin accessibility in lens fiber cells (Pearson correlation *r* = − 0.86, *p* < 1 × 10^–300^).

Many of the identified genes exhibiting altered mCG DNA methylation changes in association with corresponding changes in chromatin accessibility and differentiation state-specific gene expression have established requirements for specialized lens functions including lens cell structure, homeostasis and cell signaling (Additional file 15: Table S11) [41, 44, 56, 62–64, 75, 82, 92, 94–119, 119–184]. For instance, the lens crystallins, CRYBB2, CRYBB1, CRYBA4, CRYGN, CRYBB3, and CRYBA1 are all critical for lens fiber cell transparency. With the exception of CRYBB2, all these genes are more highly expressed in fiber cells. 

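CRYBB2 (ENSGALG00000026086) had 2.52 ± 0.0355 FPKM (SD, n = 3) in epithelial cells and 0.865 ± 0.0501 FPKM (SD, n = 3) in fiber cells, with a log2 fold change of −1.44 (standard error 0.13, limma adjusted p = 3.34e-05), or −0.83 relative to the median gene. One other entry, listed without a symbol, holds identical values. CRYBB3 (ENSGALG00000005515) rose from 1257 ± 78.0 to 1948 ± 172 FPKM (SD, n = 3 each), with a log2 fold change of 0.63 (standard error 0.12, limma adjusted p = 0.00138), and CRYBA1 (ENSGALG00000004035) rose from 991 ± 159 to 1385 ± 137 FPKM (SD, n = 3 each), with a log2 fold change of 0.49 (standard error 0.14, limma adjusted p = 0.0132). With quantile normalization these were 0.36 and 0.41 and not past the threshold, and without epithelial replicate 3 CRYBA1 was not past it either. Neither gene was called when limma tested against a log2 fold change of 0.4. CRYBB1, CRYBA4 and CRYGN were called higher in fiber cells under each scaling.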

CRYBA1, CRYBB2, and CRYBB3 are more highly methylated in fiber cells while conversely CRYBA4, CRYBB1, and CRYGN are demethylated in fiber cells, showing the complexity of this level of control. However, the genes in each group are coordinately expressed through epithelial to fiber cell differentiation (Ma et al., submitted*)*. δ-crystallin (ASL1) is the most highly expressed crystallin in chicken [185, 186] and is more highly expressed in fiber cells compared to epithelial cells (Additional file 7: Table S3). However, there were no detectable changes in mCG DNA methylation in the promoter nor genebodies of these genes. This suggests that the differential expression of δ-crystallin is likely controlled by a mechanism independent of DNA methylation changes. 

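ASL1 (ENSGALG00000002558) had 6161 ± 1539 FPKM (SD, n = 3) in epithelial cells and 21805 ± 1257 FPKM (SD, n = 3) in fiber cells. The table lists identical values for ASL1, ASL2 and GUSB, so these cannot be separated. In fiber cells ASL1 was the highest of all genes, ahead of CRYBA2 with 7006 ± 449 FPKM (SD, n = 3). In epithelial cells the means of CRYBA2, CREB1 and, through epithelial replicate 2 alone, CRYAA were higher. CREB1 lay above ASL1 in epithelial replicate 1 (7096 against 4513 FPKM) and replicate 3 (6513 against 6406 FPKM). It lay below ASL1 in epithelial replicate 2 (5874 against 7562 FPKM). These other genes were looked up after their values were seen. The log2 fold change was 1.85 (standard error 0.22, limma adjusted p = 1.19e-04), or 2.46 relative to the median gene, and it lay between 1.65 and 2.02 with 1 library left out in turn.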

Analysis of the ATACseq data from [32] reveals that the genebody and promoter of the δ-crystallin gene (ASL1) contains 6 regions of chromatin with increased accessibility in fiber cells compared to epithelial cells. Thus, it is likely that δ-crystallin expression is regulated by chromatin accessibility changes independent of DNA methylation changes.

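BFSP1 (ENSGALG00000008735) had 642 ± 203 FPKM (SD, n = 3) in epithelial cells and 3992 ± 271 FPKM (SD, n = 3) in fiber cells, with a log2 fold change of 2.69 (standard error 0.23, limma adjusted p = 2.31e-05). BFSP2 (ENSGALG00000034585, listed as CP49) rose from 106 ± 30.2 to 1047 ± 119 FPKM (SD, n = 3 each), with a log2 fold change of 3.35 (standard error 0.21, limma adjusted p = 6.14e-06). NOTCH1 (ENSGALG00000002375) fell from 21.7 ± 1.91 to 3.72 ± 0.326 FPKM (SD, n = 3 each), with a log2 fold change of −2.51 (standard error 0.11, limma adjusted p = 1.58e-06), or −1.91 relative to the median gene. HES5 (ENSGALG00000001141), whose values are identical to those listed for PANK4 and an entry without a symbol, fell from 11.2 ± 2.05 to 4.24 ± 0.209 FPKM (SD, n = 3 each), with a log2 fold change of −1.36 (standard error 0.14, limma adjusted p = 5.68e-05), or −0.76 relative to the median gene.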

Other non-crystallin genes important for lens cell homeostasis, structure, and transparency also exhibited altered mCG DNA methylation changes in association with corresponding changes in chromatin accessibility and differentiation state-specific gene expression. An example is HSF4 that is a fiber cell-specific transcription factor that regulates nuclear degradation during lens fiber cell differentiation [95, 187, 188]. Also included are the beaded filament proteins BFSP1 and BFSP2 that are well-established lens fiber cell structural genes [177]. NOTCH1, NOTCH2, HES5, and HEY1 are all components of the NOTCH signaling pathway which plays a major role in lens epithelial cell function and differentiation into fiber cells [63, 64, 189, 190]. Finally, the hypoxic environment of the lens itself has been shown to be critical for initiation of lens differentiation [31]. Consistent with a role for DNA methylation in regulating hypoxia-associated gene expression and lens properties, VEGF, a hypoxia-regulated lens gene involved in lens development [44, 191] and the hypoxia-regulated transcription factor HIF1a that controls lens fiber cell gene expression and the degradation of non-nuclear organelles that occurs during mature lens formation [44, 67] were identified as differentially methylated during lens cell differentiation.

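VEGFA (ENSGALG00000010290) fell from 4.29 ± 0.463 FPKM (SD, n = 3) in epithelial cells to 1.32 ± 0.269 FPKM (SD, n = 3) in fiber cells, with a log2 fold change of −1.64 (standard error 0.17, limma adjusted p = 5.56e-05), or −1.03 relative to the median gene. HIF1A was called lower in fiber cells under each scaling.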

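Of the 112 lens-related genes of Table S11, 108 were tested, and all 108 changed in the direction the paper lists and were called, or 107 of them with centred values. They had been selected as differentially expressed on these same libraries, so this match is not independent evidence. In 87 genes (80.6%, 95% Wilson interval 72.1% to 86.9%) the expression change was opposite to the paper's change in methylation. Of these, 69 were methylated and lower in fiber cells and 18 were demethylated and higher. A further 16 were methylated and higher and 5 were demethylated and lower. With no filter on low values the share was 79.5%.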

A majority of lens-related function genes (89 of 112 genes, 79.5%) (Additional file 15: Table S11) had expression level changes associated with the inverse change in methylation levels consistent with the analysis performed on the entire set of 1285 differentially expressed genes with changes in methylation levels (973 of 1285 genes, 75.7% Fig. 4, Additional file 9: Table S5). Additionally, although a majority of the identified differentially expressed genes with differentially methylated regions do not yet have a reported function in the lens (1173 of 1285 genes, 91.3%), it is likely that these genes have some function in the lens but to-date these potential functions are not yet well-characterized or reported in the literature.

In addition to individual genes, many of the identified processes and pathways exhibiting an association between gene expression, and DNA methylation (Additional file 3: Figure S3, Additional file 10: Table S6) have well-established functions in the lens such as hedgehog signaling [192, 193], EMT [194, 195], UV response [196, 197], Notch signaling [63, 64, 139], cell cycle control [119, 198–200], hypoxia [44, 92], IFN-gamma signaling [201, 202]. The present data suggest that this epigenetic regulatory mechanism plays a role in these critical lens processes through changes in differentiation state-specific DNA methylation at potential cis-regulatory sequences.

Analysis of transcription factor binding sequences contained within DNA regions exhibiting differentiation state-specific DNA methylation changes revealed a wide variety of established and novel enriched transcription factor binding sequences (Additional file 13: Table S9) including those for HIF1a that has been previously established to be an important regulator of differentiation state-specific gene expression in the lens [44, 67], SOX2 which has a well-established role in lens development [82, 203, 204], and TCF3 that has yet to be evaluated for its potential lens function. Intriguingly, several of the genes encoding the identified transcription factors with enriched consensus sequences also had significant changes in methylation levels and gene expression levels in fiber cells compared to epithelial cells (Additional file 13: Table S9). Additionally, analysis of transcription factor binding sequences also revealed other enriched binding sequences for transcription factors that have previously established lens functions (Additional file 13: Table S9). These include the MAF family of transcription factors MAFB, MAFK, and MAFG which are known to regulate lens gene expression during development and differentiation [76, 77, 79–81], n-myc and c-myc [70, 86], and the NOTCH transcription factors RBPJ, and HES1 [64, 71, 87]. Some of the identified transcription factors may be unable to bind to chromatin due to DNA methylation reducing the accessibility to that site. This mechanism has been suggested in other studies [8, 14–18]. Therefore, it is likely that the transcription factors identified in Fig. 7A and Additional file 13: Table S9A are important for the expression of genes in epithelial cells. Then during differentiation and the formation of lens fiber cells, the transcription factor binding sites likely become obstructed due to increased mCG DNA methylation thus inhibiting the ability of these transcription factors to induce epithelial cell genes in the fiber cells. In contrast, it is likely that the transcription factors identified in Fig. 7B and Additional file 13: Table S9B are important for the increased expression of genes in fiber cells. During differentiation, these transcription factor binding sites are more accessible due to decreased mCG DNA methylation thus allowing the identified transcription factors to induce expression of genes in the fiber cells. The data suggest a role for DNA methylation in controlling the accessibility of transcription factors to predicted regulatory elements to control gene expression changes during lens differentiation. Additionally, many of the genes encoding the identified transcription factors have significant changes in methylation in their respective promoters and genebodies that are associated with significant changes in expression levels of these transcription factors during lens differentiation. The data suggest that DNA methylation may also control the availability of these transcription factors by regulating the expression of these transcription factors.

MYC (c-myc) a transcription factor that regulates lens cell proliferation during lens development [86] is one transcription factor predicted to bind to regions of DNA with increased mCG DNA methylation of genes with decreased expression levels in lens fiber cells compared to epithelial cells (Fig. 7A, Additional file 13: Table S9A). A previous study has shown that MYC interacts with the DNA methyltransferase DNMT3A to directly methylate CG dinucleotides of the CDKN1A, CCND1, and TIMP2 genes in U373 cells [205] leading to decreased expression levels of these genes. Analysis of the present bisulfite sequencing data revealed that CCND1 and TIMP2 contain multiple regions of DNA with increased mCG DNA methylation in lens fiber cells compared to epithelial cells (Additional file 6: Table S2). Consistently, CCND1 is a Wnt signaling gene in lens epithelial cells that is known to regulate the cell cycle and promote lens epithelial cell proliferation [165]. 

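CCND1 (ENSGALG00000007555) had 29.2 ± 3.72 FPKM (SD, n = 3) in epithelial cells and 7.86 ± 1.05 FPKM (SD, n = 3) in fiber cells. The log2 fold change was −1.88 (standard error 0.13, limma adjusted p = 1.00e-05), or −1.27 relative to the median gene, and it lay between −1.96 and −1.77 with 1 library left out in turn. TIMP2 fell by 0.90 on the log2 scale (limma adjusted p = 1.32e-04) and by 0.29 relative to the median gene, where it was not called.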

Its expression levels decrease in fiber cells in parallel with cell cycle exit and terminal lens fiber cell differentiation (Additional file 7: Table S3A, Additional file 15: Table S11)[119]. Analysis of the DNA sequences contained within the regions of CCND1 that have increased mCG DNA methylation, revealed 3 sites that had the MYC transcription factor consensus sequence (Additional file 14: Table S10B). These data suggest that the transcription factor MYC (c-myc) could be directing DNMT3A to methylate CCND1 to inhibit its expression, thus promoting cell-cycle exit leading to terminal lens fiber cell differentiation. Further experiments are required to validate the potential regulatory effect of MYC-DNMT3A on CCND1 expression in the lens and to fully elucidate the potential effects on lens epithelial cell-cycle exit followed by lens fiber cell differentiation.

Intriguingly, despite the overall trend of increased global DNA methylation in differentiated lens fiber cells relative to undifferentiated lens epithelial cells, a large number of genes more highly expressed in lens fiber cells exhibited demethylation relative to epithelial cells. These results suggest that regulation of gene expression by methylation and demethylation could both negatively and positively regulate the expression of genes specific for lens epithelial or fiber cells and they implicate differentiation state-specific control by DNA methylases in this coordinate regulation. 

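DNMT1 (ENSGALG00000038018), whose values are identical to those listed for EIF3G, had 19.6 ± 1.91 FPKM (SD, n = 3) in epithelial cells and 11.3 ± 0.122 FPKM (SD, n = 3) in fiber cells, with a log2 fold change of −0.78 (standard error 0.09, limma adjusted p = 1.22e-04). DNMT3A (ENSGALG00000041454) had 13.1 ± 0.847 and 8.91 ± 0.315 FPKM (SD, n = 3 each), with a log2 fold change of −0.55 (standard error 0.09, limma adjusted p = 5.56e-04). Both were past the thresholds with the deposited FPKM. Relative to the median gene DNMT1 fell by 0.17 and DNMT3A rose by 0.06, and neither was called. DNMT1 was still called lower under the other scalings. DNMT3A was not called under any of them, with −0.25 for division by the 75th percentile, −0.31 for quantile normalization and −0.25 without δ-crystallin. DNMT3B (ENSGALG00000041461) had 2.68 ± 0.255 and 0.638 ± 0.0332 FPKM (SD, n = 3 each), with a log2 fold change of −1.91 (standard error 0.15, limma adjusted p = 1.49e-05), and it was called lower under each scaling, with −1.30 relative to the median gene. In the authors' deposited table the q-values of DNMT1 and DNMT3A are 0.835 and 0.439.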

An examination of expression levels of methylases between undifferentiated epithelial cells and differentiated fiber cells presents DNMT1 and DNMT3A as non-differentially expressed, while DNMT3B is more highly expressed in epithelial cells relative to fiber cells (Additional file 7: Table S3). Additionally, the DNA demethylases TET2, and TET3 are not differentially expressed, while TET1 is more highly expressed in epithelial cells relative to fiber cells (Additional file 7: Table S3). Of these DNA methylation genes, the DNMT3A genebody and TET2 promoter have increased mCG DNA methylation while the TET1 promoter has decreased mCG DNA methylation in fiber cells relative to epithelial cells (Additional file 6: Table S2). 

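TET1 (ENSGALG00000031604) had 8.76 ± 0.589 FPKM (SD, n = 3) in epithelial cells and 3.74 ± 0.345 FPKM (SD, n = 3) in fiber cells, with a log2 fold change of −1.21 (standard error 0.11, limma adjusted p = 2.95e-05), or −0.60 relative to the median gene. TET2 (ENSGALG00000010592) fell from 2.15 ± 0.278 to 1.03 ± 0.173 FPKM (SD, n = 3 each), with a log2 fold change of −0.998 (standard error 0.18, limma adjusted p = 0.00103). TET3 (ENSGALG00000037860) fell from 3.78 ± 0.420 to 2.08 ± 0.149 FPKM (SD, n = 3 each), with a log2 fold change of −0.83 (standard error 0.13, limma adjusted p = 5.43e-04). Relative to the median gene TET2 and TET3 fell by 0.39 and 0.22, and only TET1 was called. With quantile normalization TET2 and TET3 were at −0.09 and −0.13 and were not called either. The q-values of TET2 and TET3 in the authors' deposited table are 0.141 and 0.643.

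**Figure D4:**
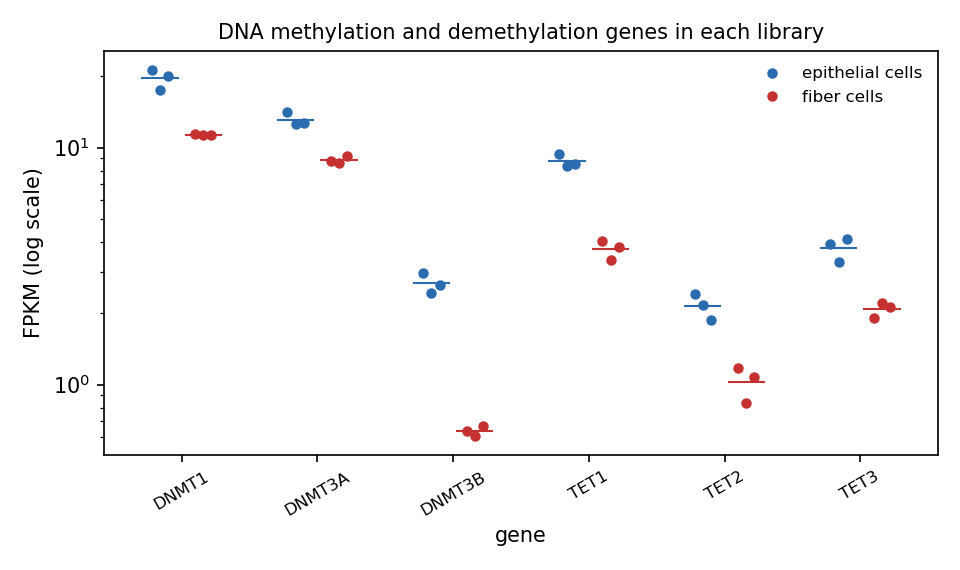
FPKM on a log scale (y axis) of 6 genes of DNA methylation and demethylation (x axis) in each of the 3 epithelial (blue) and 3 fiber (red) libraries, with lines at the means. The fiber libraries lie below the epithelial ones for each gene on the deposited scale, with log2 fold changes from −0.55 (DNMT3A) to −1.91 (DNMT3B), and with median centring DNMT3A turns to 0.06.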

Consistently, lens-specific deletion of DNMT1 results in apoptosis of lens epithelial cells, abnormal lens fiber cell morphology, and specific changes in lens gene expression [206]. Correspondingly, HIF1a which was detected to be methylated and silenced during lens cell differentiation in the present study exhibited increased expression upon DMNT1 deletion in the lens [206] suggesting a role for DNMT1 in controlling HIF1a expression levels. Consistent with DNMT1 playing a general role in the regulation of cell differentiation, overexpression of DNMT1 in breast cancer, pituitary adenomas, and B-cell lymphoma resulted in alteration of both CG methylation and gene expression [207–209].

The integration of bisulfite sequencing and RNAseq data revealed an inverse relationship between DNA methylation levels and gene expression during lens cell differentiation. This negative correlation has also been observed in other important studies in multiple species and other tissues including human trophoblast differentiation [23], myogenic differentiation [21], umbilical cord blood derived mononuclear cells to endothelial cell differentiation [210], adipogenesis [22], and chondrocyte hypertrophic differentiation [24]. Of the 1285 differentially expressed genes that contained at least 1 differentially methylated region within the genebody or promoter (Additional file 9: Table S5A–D), a majority (974 genes, 75.8%) contained differentially methylated regions only within the genebody, while 154 genes (12.0%) contained differentially methylated regions only within the promoter, and 157 genes (12.2%) contained differentially methylated regions in both the promoter and genebody. A Pearson correlation analysis comparing the DNA methylation levels and gene expression changes for these subsets of genes revealed that genes with differentially methylated regions in both the promoter and genebody are more inversely correlated with gene expression (Pearson *r* = − 0.49) compared to genes with differentially methylated regions only in the promoter (Pearson *r* = − 0.43), or only in the genebody (Pearson *r* = − 0.35). 

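Across the 152 tested genes with differentially methylated regions in both promoter and gene body, Pearson's r between the average methylation change and the log2 fold change was −0.51 (Spearman's rho −0.42). Across the 142 with regions in the promoter only it was −0.45 (rho −0.39), and across the 896 with regions in the gene body only it was −0.40 (rho −0.29). Each had a two-sided permutation p = 1e-05, the smallest possible. The differences between these values were tested by shuffling genes between the subsets 10000 times. The difference was −0.11 between both and gene body only (permutation p = 0.2), −0.06 between promoter only and gene body only (p = 0.511) and −0.05 between both and promoter only (p = 0.616). Adjusted over these 3 comparisons the values were 0.6, 0.616 and 0.616, so the order of the subsets was not distinguishable from a chance one.

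**Figure D5:**
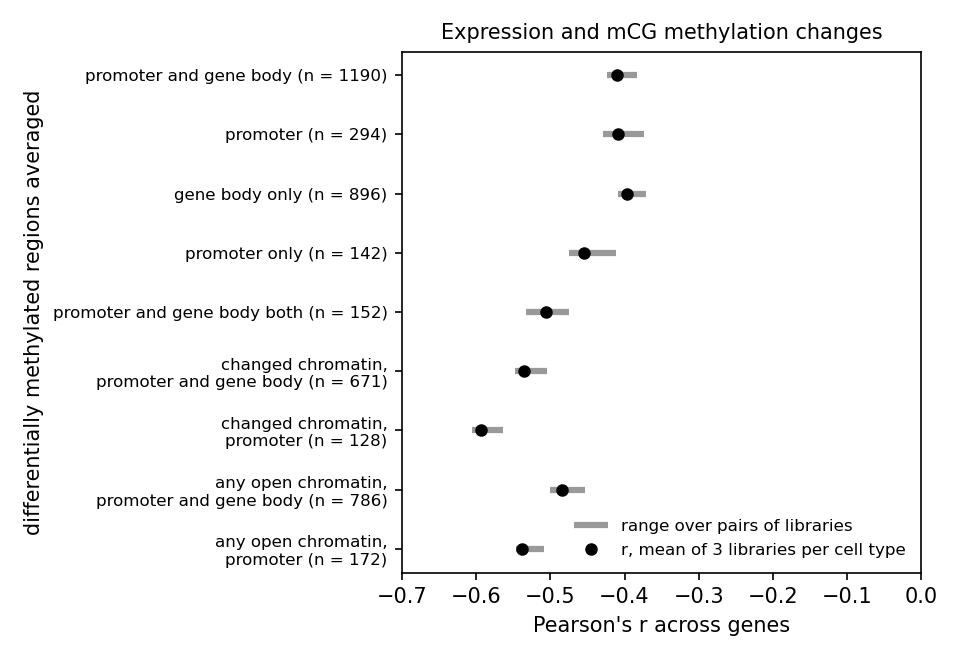
Pearson's r across genes (x axis) between the change in mCG methylation and the log2 fold change in expression for 9 sets of differentially methylated regions (y axis, n genes). Points are r over the mean of 3 libraries per cell type and grey bars the range over the 9 pairs of single libraries. All values lie between −0.61 and −0.37.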

The data reveal a small variation that suggests methylation changes in the promoter may be more closely correlated with gene expression changes compared to methylation changes in the genebody. However, genes with methylation changes in both the genebody and promoter are even more closely correlated with gene expression changes.

The integration of bisulfite sequencing and ATACseq data also revealed an inverse relationship between DNA methylation levels and chromatin accessibility at differentially methylated regions during lens cell differentiation. This negative correlation between DNA methylation and chromatin accessibility has also been observed in multiple other studies in a variety of species and tissues [211–213]. Of the 3455 differentially methylated regions that are contained within open chromatin regions (Additional file 11: Table S7), a majority (2690, 77.9%) are within genebodies and a minority (237, 6.9%) are within putative promoters (− 2 kb from TSS). The remaining 528 differentially methylated regions in open chromatin are either mapped to intergenic regions or overlap both the promoter and genebody. Pearson correlation analysis revealed that the methylation changes at the 2690 differentially methylated regions within open chromatin at genebodies are more negatively correlated with changes in chromatin accessibility (Pearson *r* = − 0.87) compared to methylation changes at the 237 differentially methylated regions within open chromatin at putative promoters (Pearson *r* = − 0.80). The data reveal a small variation that suggests that methylation changes in the genebody are more closely correlated to chromatin accessibility changes compared to methylation changes in the promoter.

Interestingly, integration of the bisulfite sequencing, ATACseq, and RNAseq data revealed 135 genes preferentially expressed in fiber cells that also exhibited at least one genomic site with decreased mCG DNA methylation and increased chromatin accessibility. Conversely, there were 467 genes preferentially expressed in epithelial cells that also exhibited at least one genomic site with increased mCG DNA methylation and decreased chromatin accessibility. While they represent a minority of all differentially expressed genes (602 of 4582, 13.14%), within this group there is a strong association between epigenetic regulation of differentiation state-specific gene expression via DNA methylation and chromatin accessibility changes during lens cell differentiation. 

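Tables S5 and S8 cover only genes that the authors called, and 4057 of these were also called here. Among them 559 genes (13.8%) held such a site with the inverse change in expression. With centred values it was 561 of 4139 genes (13.6%).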

Further, although a majority of differentially expressed genes with differentially methylated regions exhibited an inverse relationship between mCG DNA methylation levels and gene expression changes (973 genes, Fig. 4B), a minority of genes (312) exhibited a positive correlation. This has also been seen in other studies [214, 215] and it is well known that the DNA methylation and chromatin accessibility landscapes do not always follow the inverse correlation with gene expression, implying that methylation is only one of multiples levels of transcriptional control [216]. 

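Of the 1166 called genes with a differentially methylated region, 903 (77.4%, 95% Wilson interval 75.0% to 79.8%) changed in expression inversely to methylation and 263 changed in the same direction. With centred values, 904 of 1185 genes (76.3%) changed inversely.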

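Among the genes called differentially expressed both by the authors and by limma, 28.7% had a differentially methylated region in the promoter or gene body, or 28.6% with centred values. Genes called by limma alone are outside the paper's tables of regions and were not looked up. Of the 3292 genes that the authors called and that had no such region, 2891 were called here and 63.5% of these were lower in fiber cells, or 61.8% with centred values.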

Finally, only 1285 of the 4582 differentiation state-specific genes exhibited significantly altered mCG DNA methylation levels in the promoter or gene body. This observation suggests that a majority of gene expression changes during lens cell differentiation are regulated by alternative mechanisms independent of direct DNA methylation changes at potential regulatory regions. An analysis of the ATACseq data obtained from [217] revealed that 2178 of the 3297 (66.1%) differentiation state-specific genes without changes in mCG methylation contained at least one region of altered chromatin accessibility between lens epithelial and fiber cells. This suggests that chromatin accessibility changes are one likely regulatory mechanism controlling the expression of those genes that did not display mCG DNA methylation changes between lens epithelial and fiber cells.

The integration of bisulfite sequencing data, RNAseq data, and ATACseq data revealed that 717 differentially expressed genes had at least 1 differentially methylated region contained within a region of altered chromatin accessibility between lens epithelial and fiber cells (ATACseq *q* < 0.05, Additional file 12: Table S8). This suggests that both mCG DNA methylation changes and chromatin accessibility changes regulate the expression of these differentiation state-specific genes. However, it cannot be discerned from the present data whether DNA methylation changes are primary or secondary to chromatin accessibility changes regarding regulation of gene expression during lens differentiation. It is possible that DNA methylation changes could precede and regulate chromatin accessibility changes [218]. Or changes in chromatin accessibility could alter accessibility of DNA methyltransferases to target sites leading to altered DNA methylation patterns [216, 219]. Further experiments are required to fully elucidate the dynamic epigenetic landscape of the lens, the potential causal relationship between DNA methylation changes and chromatin accessibility changes, and subsequent control of gene expression during lens differentiation.

Although many differentially methylated mCG regions were located within open chromatin regions (3455 of 7621 mCG DMRs), only a small percentage of open chromatin regions contain differentially methylated regions (Additional file 4: Figure S4). This suggests that most chromatin accessibility changes likely occur independently of DNA methylation changes, or perhaps that the methylation background of these genes is set for the eye developmental field before D13 rather than specifically for the epithelial to fiber cell differentiation. Nevertheless, for those genes that are differentially methylated, changes in the level of methylation are a strong predictor of changes in chromatin accessibility and changes in gene expression levels.

A Pearson correlation analysis comparing gene expression changes and methylation changes within open chromatin regions (Additional file 16: Table S12) revealed that mCG methylation changes within regions of chromatin that have significant changes in chromatin accessibility (ATACseq adjusted *p* value < 0.05) are most negatively correlated with gene expression (*r* = − 0.49) compared to mCG methylation changes within any open chromatin region (*r* = − 0.44) and methylation changes at all DNA regions within the promoter and genebody (*r* = − 0.37, Fig. 4A). Additionally, limiting the analysis to only promoter mCG methylation changes within regions of chromatin with significant changes in chromatin accessibility revealed the most negative correlation with gene expression (*r* = − 0.57). 

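The average methylation changes within open chromatin were computed per gene from the sites of the paper's Table S8, which also lists sites of unchanged accessibility. Within regions of changed chromatin accessibility, 671 of the paper's 717 genes were tested, and Pearson's r with the limma log2 fold change was −0.54 (Spearman's rho −0.42). Within any open chromatin, 786 of 842 genes were tested, and r was −0.48 (rho −0.39). Each permutation p was 1e-05, the smallest possible. Over the pairs of single libraries the first r lay between −0.55 and −0.50 (SD 0.0154) and the second between −0.50 and −0.45 (SD 0.0160).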

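Within promoter regions of changed accessibility, 128 of the paper's 133 genes were tested. Pearson's r was −0.59 and lay between −0.61 and −0.56 over the pairs of single libraries (SD 0.0122), and Spearman's rho was −0.42. Within promoter regions of any open chromatin, r was −0.54 and rho −0.42 across 172 genes. Both permutation p-values were the smallest possible, 1e-05.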

Although they make up a small proportion of all differentially expressed genes (133 of 4582, 2.9%), they nevertheless represent the set of genes that are likely regulated by a combination of DNA methylation changes and chromatin accessibility changes, especially within putative promoters.

## Conclusions

Collectively, these results establish DNA methylation as a mechanism regulating the genes and processes associated with lens cell differentiation and implicate it in alterations in chromatin accessibility and hence the control of gene expression that characterize lens cell differentiation. They also suggest a role for DNA methylation in controlling both the availability and accessibility of transcription factors during lens differentiation and provide a basis for future studies on the role of epigenetic mechanisms in control of lens cell differentiation. Finally, they provide a general blueprint for studies aimed at identifying the role of DNA methylation in the development and differentiation of more complex tissues.

## Methods

### Microdissection and isolation of embryonic chick lens epithelial and fiber cells

Lenses were isolated from White Leghorn embryonated chicken eggs (Charles River Laboratories, Storrs, CT) at embryonic developmental stage day 13 (E13). 25 lenses per biological replicate were microdissected into epithelial cells and fiber cells as previously described [92]. Microdissected epithelial and fiber cells from 25 lenses were pooled and stored in CryoStor CS10 cryopreservation media containing 10% DMSO (Stemcell, Vancouver, Canada) and stored at − 80 °C as previously described [220].

### DNA isolation and whole genome bisulfite sequencing

Tissue in CryoStor media was thawed on ice, centrifuged at 800×*g* for 5 min and the CryStor removed. DNA was isolated using Qiagen Genomic-tip 20/G along with the Qiagen Genomic DNA buffer set according to the manufacturer’s instructions. Bisulfite sequencing was performed by Novogene (Sacramento CA) using an Illumina HiSeqTM2500/MiSeq platform using their standard protocols followed by CASAVA base calling and Trimmomatic read trimming and alignment to the galgal6 reference genome using Bismark software [221].

### Identification of methylated cytosines and differentially methylated regions

Reads mapped to chromosomes 1–30, Z, and W were retained. Fifteen–eighteen million methylated cytosines were identified across biological replicates of pooled lens epithelial and fiber cells. Fourteen–sixteen million methylated cytosines were of the mCG type. DSS analysis software based on beta-binomial distribution was used for the identification of DMRs as described previously [222, 223] with consideration of the spatial correlation, read depth of the sites, and the variance among biological replicates. The parameters were smoothing = TRUE, smoothing.span = 200, delta = 0, p.threshold = 1 × 10 − 5, minlen = 50, minCG = 3, dis.merge = 100, and pct.sig = 0.5. 7,621 differentially methylated mCG regions were identified between lens epithelial and fiber cells (Additional file 6: Table S2).

### RNA isolation, RNA-sequencing, and identification of differentially expressed genes

Total RNA was isolated from biological triplicates of microdissected chick lens epithelial and fiber cells using TRIZOL^®^ reagent (Invitrogen, prod no: 15593018) according to the manufacturer’s instructions. Libraries were prepared following Illumina’s TruSeq-stranded-total-RNA-sample preparation protocol. Paired-end sequencing was performed on Illumina’s NovaSeq 6000 platform. Cutadapt [224] was used to remove adaptor-contaminated reads, low quality bases and undetermined bases. Reads were mapped to galgal6 genome (ensemble version 96) using Bowtie2 [225] and HISAT2 [226]. The mapped reads were assembled using StringTie [227]. Comprehensive transcriptomes were generated using gffcompare and StringTie. The R package edgeR [228] was used to estimate the expression levels of all transcripts and to identify differentially expressed genes (log2-fold change FPKM > 0.4 or <  − 0.4) with parametric *F* test comparing nested linear models (*q* < 0.05). 4,582 genes were found to be differentially expressed between lens epithelial cells relative to lens fiber cells (Additional file 7: Table S3).

### Integrated analysis of bisulfite sequencing and RNA-sequencing data

Differentially methylated mCG regions were categorized based on the genomic loci the region was mapped to including promoter (− 2 kb upstream from transcription start site), utr5, exon, intron, utr3, CGI, CGI shore, or repeat region. Differentially methylated mCG regions at promoters or gene bodies (utr5, exon, intron, utr3) were compared to the expression pattern of the nearest gene. Since many genes contained more than one differentially methylated mCG region in the promoter and gene body, the average change in mCG methylation level for all mCG regions mapped to the promoter and genebody of each gene was calculated (Additional file 9: Table S5). Pearson correlation analysis and Chi-square analysis was conducted to determine the potential correlation and association between average changes in mCG methylation levels and changes in gene expression during lens differentiation from undifferentiated lens epithelial cells to differentiated lens fiber cells (Fig. 4A–D).

### Integrated analysis of bisulfite sequencing and ATAC sequencing data

Genomic coordinates of chick lens open chromatin regions mapped by ATAC sequencing [43] were lifted to galgal6 using UCSC Genome Browser [229] liftover tool. Open chromatin regions were categorized as opening (log2-fold change Fiber/Epi > 0, *q* < 0.05), closing (log2-fold change Fiber/Epi < 0, *q* < 0.05) or stable/unchanged (*q* > 0.05) based on data obtained from a previous study of ATAC sequencing on microdissected embryonic chick lens cells at the same developmental stage E13 [217].

Differentially methylated mCG regions identified by whole genome bisulfite sequencing that overlap the genomic coordinates of previously identified open chromatin regions by at least 1 bp are noted in Additional file 11: Table S7. 3455 differentially methylated mCG regions were found in open chromatin regions. Pearson correlation analysis and Chi-square analysis was conducted to determine the potential correlation and association between changes in mCG methylation levels and changes in chromatin accessibility during lens differentiation from undifferentiated lens epithelial cells to differentiated lens fiber cells (Fig. 5A, B).

### Approach to integrating bisulfite sequencing, RNA-sequencing, and ATAC sequencing

Differentially methylated mCG regions identified by whole genome bisulfite sequencing were filtered for both of the following properties: (1) region overlaps an open chromatin region with differentiation state-specific chromatin accessibility (log2-fold change Fiber/Epi ≠ 0, and *q* < 0.05) by at least 1 bp and (2) region is contained within the promoter (− 2 kb upstream of transcription start site) or gene body of a differentially expressed gene (FPKM log2FC > 0.4 or < − 0.4, and *q* < 0.05). The identified differentially methylated mCG regions were separated based on whether they mapped to the promoter or gene body of an epithelial cell preferred gene (RNAseq FPKM log2-fold change < − 0.4, and *q* < 0.05) or a fiber cell preferred gene (RNAseq FPKM log2-fold change > 0.4, and *q* < 0.05). Each region was further sorted into one of four possible combinations: (1) decreased methylation (diff. Methyl < 0) and decreased chromatin accessibility (log2-fold change fiber/epi < 0, and *q* < 0.05); (2) decreased methylation (diff. Methyl < 0) and increased chromatin accessibility (log2-fold change fiber/epi > 0, and *q* < 0.05); (3) increased methylation (diff. Methyl > 0) and decreased chromatin accessibility (log2-fold change fiber/epi < 0, and *q* < 0.05), or (4) increased methylation (diff. Methyl > 0) and increased chromatin accessibility (log2-fold change fiber/epi > 0, and *q* < 0.05). The resulting data can be found in Additional file 12: Table S8A, B and are visualized in Fig. 6A–D. Chi-square analysis was conducted to determine the potential association between differentially methylated mCG regions within differentially accessible chromatin regions at genebodies and promoters with corresponding gene expression changes between lens epithelial and fiber cells.

### Gene ontology and pathway analysis

The top 200 most highly expressed epithelial cell preferred genes (RNAseq FPKM log2FC < − 0.4, *q* < 0.05, ranked from highest to lowest FPKM in epithelial cells) and top 200 most highly expressed fiber cell preferred genes (RNAseq FPKM log2FC > 0.4, *q* < 0.05, ranked from highest to lowest FPKM in fiber cells) were each used as separate inputs to the Enrichr tool [52–54] to find overrepresented biological processes and pathways associated with lens differentiation state-specific genes. The resulting gene ontology biological processes and MSigDB [230] pathways are reported in Additional file 8: Table S4 and Additional file 2: Figure S2A–D.

The Enrichr tool was also used on the following groups of differentially expressed genes with at least one differentially methylated mCG region in the putative promoter or genebody: (1) fiber cell preferred genes (RNAseq FPKM log2FC > 0.4, *q* < 0.05) with an average diff.methyl < 0 of all differentially methylated mCG regions mapped to the promoter and genebody of the fiber cell preferred gene; (2) epithelial cell preferred genes (RNAseq FPKM log2FC < − 0.4, *q* < 0.05) with an average diff.methyl > 0 of all differentially methylated mCG regions mapped to the promoter and genebody of the epithelial cell preferred gene. The resulting overrepresented gene ontology biological processes and MsigDB pathways are reported in Additional file 10: Table S6A–D and Additional file 3: Figure S3A–D. The same analysis was also conducted for a smaller gene list containing only differentially expressed genes with differentially methylated promoters (Additional file 3: Figure S3E–H, Additional file 10: Table S6E–H).

### Transcription factor binding motif analysis

DNA sequences from differentially methylated mCG regions within the promoter (− 2 kb upstream from the transcription start site) and genebody of differentially expressed genes were analyzed for enriched transcription factor binding motifs using the AME tool from MEME-suite [65, 66]. The DNA sequences were separated into two groups: (1) sequences from demethylated mCG regions (diff.methyl < 0) of fiber cell preferred genes (RNAseq FPKM log2FC > 0.4, *q* < 0.05); (2) sequences from methylated mCG regions (diff.methyl > 0) of epithelial cell preferred genes (RNAseq FPKM log2FC < − 0.4, *q* < 0.05). Each group was analyzed separately with the AME tool versus a shuffled background according to default settings. The JASPAR nonredundant vertebrate transcription factor motif database [231] was used with the AME tool. All other default settings were kept. The resulting enriched transcription factor binding motifs were filtered to only include transcription factors with an average expression level of at least 1 FPKM as measured by RNAseq (Additional file 7: Table S3). Enriched transcription factor binding motifs for each group of sequences are in Additional file 13: Table S9 and visualized in Fig. 7A, B.

The MEME-suite FIMO tool [232] was used to identify the genomic coordinates of the enriched transcription factor binding sites identified by the AME tool using default settings. The JASPAR nonredundant vertebrate transcription factor motif database [231] was used as the motif input file. Target binding site methylation levels and corresponding gene expression levels for each predicted enriched transcription factor binding site are reported in Additional file 14: Table S10.

## Supplementary Information

**Additional file 1: Figure S1.** Additional comparisons of methylation levels between lens fiber cells and lens epithelial cells. **A** Pearson correlation analysis of biological triplicate samples of bisulfite sequenced genomic DNA from lens epithelial and fiber cells. **B** Dendrogram clustering of biological triplicate samples of bisulfite sequenced genomic DNA from lens epithelial and fiber cells. **C** Methylation levels (ratio of mCG/CG) at genomic regions within 2 kb of genebodies in lens epithelial and fiber cells. **D** Percent difference between the distribution of hypermethylated regions (more methylated in fiber cells) versus the distribution of hypomethylated regions (demethylated in fiber cells) at different genomic regions. Positive values indicate the corresponding genomic region contains a greater percentage of all hypermethylated regions than the percentage of all hypomethylated regions. Negative values indicate the inverse.

**Additional file 2: Figure S2.** Significant pathways and biological processes associated with differentially expressed genes between lens fiber and epithelial cells. **A** Top 10 GO Biological processes associated with the top 200 most highly expressed epithelial cell genes (RNAseq log2FC < − 0.4, adjusted *p* < 0.05, ranked from most to least FPKM in epithelial cells). **B** Top 10 MSigDB Hallmark pathways. Same gene set as **A**. **C** Top 10 GO Biological processes associated with the top 200 most highly expressed fiber cell genes (RNAseq log2FC > 0.4, adjusted *p* < 0.05, ranked from most to least FPKM in fiber cells). **D** Top 10 MSigDB Hallmark pathways. Same gene set as **B**.

**Additional file 3: Figure S3.** Significant pathways and biological processes associated with DEGs with DMRs between lens fiber and epithelial cells. **A** Top 10 MSigDB Hallmark pathways associated with upregulated/fiber cell genes (RNAseq log2FC > 0.4, adjusted *p* < 0.05) that also have decreased average methylation levels at DMRs in the promoter and genebody. Blue colored data indicate a statistically significant association adjusted *p* < 0.05. **B** Top 10 GO Biological processes. Same gene set as **A**. **C** Top 10 MSigDB Hallmark pathways associated with downregulated/epithelial cell genes (RNAseq log2FC < − 0.4, adjusted *p* < 0.05) that also have increased average methylation levels at DMRs in the promoter and genebody. Blue colored data indicate a statistically significant association adjusted *p* < 0.05. **D** Top 10 GO Biological processes. Same gene set as **C**. **E** Top 10 MSigDB Hallmark pathways associated with upregulated/fiber cell genes (RNAseq log2FC > 0.4, adjusted *p* < 0.05) that also have decreased average methylation levels at DMRs only in the promoter. Blue colored data indicate a statistically significant association adjusted *p* < 0.05. **F** Top 10 GO Biological processes. Same gene set as **E**. **G** Top 10 MSigDB Hallmark pathways associated with downregulated/epithelial cell genes (RNAseq log2FC < − 0.4, adjusted *p* < 0.05) that also have increased average methylation levels at DMRs only in the promoter. Blue colored data indicate a statistically significant association adjusted *p* < 0.05. **H** Top 10 GO Biological processes. Same gene set as **G**.

**Additional file 4: Figure S4.** Most chromatin-accessible regions do not contain differentially methylated regions. Proportion of chromatin-accessible regions that contain differentially methylated regions or no significant changes in methylation levels. Opening chromatin refers to regions with ATACseq log2FC > 0, adj. *p* < 0.05. Closing chromatin refers to regions with ATACseq log2FC < 0, adj. *p* < 0.05. Stable/unchanged chromatin, ATACseq adj. *p* > 0.05.

**Additional file 5: Table S1.** Proportion of methylated cytosines that are mCG, mCHG, mCHH in each sample of lens epithelial and fiber cells.

**Additional file 6: Table S2.** Differentially methylated mCG regions between lens epithelial and fiber cells.

**Additional file 7: Table S3.** Differentially expressed genes between lens epithelial cells and fiber cells. **A** Epithelial preferred genes (FPKM log2FC < − 0.4, *q* < 0.05), **B** Fiber preferred genes (FPKM log2FC > 0.4, *q* < 0.05). **C** Non-differentially expressed genes.

**Additional file 8: Table S4.** Enrichr outputs of GO Biological processes (**A**, **C**) and MSigDB Hallmark pathways (**B**, **D**) significantly associated with the differentially expressed genes between lens epithelial cells and fiber cells. **A**, **B** Top 200 epithelial cell preferred genes, **C**, **D** top 200 fiber cell preferred genes.

**Additional file 9: Table S5.** Average change in mCG methylation level for all differentially methylated mCG regions mapped to **A**–**D** the promoters and genebodies of differentially expressed genes, or **E**–**H** only the promoters of differentially expressed genes. **A**, **E** Epithelial cell preferred genes with increased mCG methylation. **B**, **F** Fiber cell preferred genes with decreased mCG methylation. **C**, **G** Epithelial cell preferred genes with decreased mCG methylation. **D**, **H** Fiber cell preferred genes with increased mCG methylation.

**Additional file 10: Table S6.** Enrichr outputs of MSigDB Hallmark pathways (**A**, **C**, **E**, **G**) and GO biological processes (**B**, **D**, **F**, **H**) significantly associated with differentially expressed genes containing differentially methylated promoters and/or gene bodies. **A**, **B** Epithelial cell preferred genes with increased average promoter and genebody mCG methylation levels in fiber cells. **C**, **D** Fiber cell preferred genes with decreased average promoter and genebody mCG methylation levels in fiber cells. **E**, **F** Epithelial cell preferred genes with increased average promoter mCG methylation levels in fiber cells. **G**, **H** Fiber cell preferred genes with decreased average promoter mCG methylation levels in fiber cells.

**Additional file 11: Table S7.** Differentially methylated mCG regions that are at least partially contained within open chromatin regions.

**Additional file 12: Table S8.** Differentially methylated mCG regions that are at least partially contained within open chromatin regions at **A** promoters and genebodies of differentially expressed genes, or **B** only promoters of differentially expressed genes.

**Additional file 13: Table S9.** Significantly enriched transcription factor binding motifs found within **A** hypermethylated mCG regions in promoters or genebodies of epithelial cell preferred genes, or **B** hypomethylated mCG regions in promoters or genebodies of epithelial cell preferred genes.

**Additional file 14: Table S10.** Target binding sites of enriched transcription factor binding motifs along with corresponding methylation changes and gene expression changes. Target binding sites of enriched transcription factor motifs from demethylated DMRs of Fiber cell genes (**A**), and from methylated DMRs of Epithelial cell genes (**B**).

**Additional file 15: Table S11.** Genes with established lens functions or associations with cataracts that are differentially expressed and contain differentially methylated regions between lens epithelial and fiber cells.

**Additional file 16: Table S12.** Pearson correlation analysis comparing gene expression changes and methylation changes within open chromatin regions. The analyses were performed on the following conditions: differentially methylated regions at (1) promoters and genebodies, (2) only promoters, (3) open and closed chromatin, (4) only open chromatin, (5) only open chromatin with significant changes in chromatin accessibility between lens epithelial and fiber cells (ATACseq adj.*p*-val < 0.05).

## Data Availability

Raw sequencing reads for the whole genome bisulfite experiment have been deposited at NCBI-GEO series accession number GSE196629. Raw sequencing reads for the RNA-seq experiment have been deposited at NCBI-GEO series accession number GSE196630. ATACseq data were obtained from supplementary files from [32].

## Abbreviations

ATAC-seq: Assay for transposase-accessible chromatin sequencing
TSS: Transcription start site
FPKM: Fragments per kilobase of exon per million fragments mapped
DNMTs: DNA methyltransferases
DMR: Differentially methylated region
DEG: Differentially expressed gene

How the deposited data were processed for this re-analysis (not part of the article)

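The data are RNA-seq values of lens epithelial cells and lens fiber cells dissected from E13 chicken lenses, with 3 biological replicates of each cell type and RNA pooled from 25 lenses per replicate. The authors extracted total RNA with TRIZOL, prepared stranded total RNA libraries and sequenced them paired-end on a NovaSeq instrument. Per the authors, reads were trimmed with Cutadapt and mapped to galGal6 with the Ensembl version 96 annotation by Bowtie2 and HISAT2, and StringTie and gffcompare assembled and quantified the transcripts. The deposited FPKM values are the output of these steps, listed per gene for each library and as averages per cell type, with 0.0001 in place of 0. The deposited fold change is, as checked on the table, the ratio of the average FPKM of fiber cells to that of epithelial cells, and the deposited log2 values are the binary logarithm of that ratio. The deposited p-values and q-values come from the authors' F test in edgeR and their correction for multiple tests. They were read as the authors' results and were used only as one alternative and for the comparisons that name the authors' deposited table.

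The table holds 16561 entries with 16533 Ensembl identifiers, 28 entries repeating an identifier of another. In 1867 entries the 6 libraries were all at the floor. FPKM carry no information on the number of reads, so the depth of the libraries is unknown and the precision of each value was taken from the replicates alone. The expression analysis used log2(FPKM + 0.1) of the 10818 entries with a mean of at least 0.5 FPKM over the 6 libraries, which left out 5743 entries. Linear models with empirical Bayes moderation and a mean-variance trend were fitted with limma 3.58.1 in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method over the tested entries. The thresholds for a call were an adjusted p of 0.05 and a log2 fold change of 0.4 in size. Libraries were grouped by cell type only. For single genes, a two-sided exact permutation test over the 10 splits of the 6 libraries was also computed, whose smallest possible p is 0.1.

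Genes named in the text follow a rule: the genes the paper names, and the 5 genes with the largest change in each direction among those called with libraries of the cell types that do not overlap. Some genes that the rule covers are not reported here. Genes outside the rule are named as chosen after their values were seen. Genes listed under the paper's terms are given as examples of their lists.

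Changes in mCG methylation, differentially methylated regions, their overlap with accessible chromatin, predicted transcription factor sites and enriched terms were taken from the paper's supplementary tables. The bisulfite and ATAC-seq data were not analysed here. Pearson's and Spearman's correlations across genes were tested by 100000 permutations of the genes, two-sided, and adjusted by the Benjamini-Hochberg method over the 9 relations. Differences between correlations were tested by 10000 permutations. Shares carry 95% Wilson intervals, and pairs of shares were compared by Fisher's exact test, two-sided, both of which treat genes or sites as independent. Tables S2, S3, S7 and S10B were held only in part, and no overlap or enrichment was computed from them. Enrichment of terms was not repeated, as the term libraries are not used here.

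The alternatives set before the data were examined changed one choice at a time, with an exception given below. They were a pseudocount of 1 or of 0.01, no filter or a mean of at least 1 FPKM, median centring of the libraries, division by the 75th percentile, quantile normalization, leaving out the δ-crystallin entries with rescaling, collapsing entries with identical values, limma without the trend, with robust moderation or with a test against a log2 fold change of 0.4 (treat), a block for the replicate number, the log2 ratio of average FPKM, the authors' deposited q-values with their fold change, and leaving out each of the 6 libraries in turn. The rescaling without δ-crystallin was the exception, as it also raised all FPKM against the unchanged pseudocount. Median centring together with the block was added after the data were seen. The same models were fitted to each of the 10 splits of the 6 libraries.

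Lists of marker genes of erythrocytes, iris and pigment cells, skeletal muscle, neural retina, cornea and connective tissue, and immune cells were written down before their values were looked up. Gene positions and lengths for the checks on identical values and on gene length came from a RefSeq gene table of a later chicken assembly, joined by symbol, which covered 85.4% of the tested genes.

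The methods were tested on simulated data. In 10818 simulated genes with 200 changed, limma called 166 of the changed genes (83.0%) and 10 of the 10618 unchanged ones. With a shift of −0.6 added to the log2 values of all genes in one group, 8574 of the unchanged genes were called on the shifted values and 7 after median centring, which called 173 of the changed genes (86.5%). The 200 genes were changed evenly in both directions, so the median simulated gene was unchanged by design. In the data 70.8% of the tested genes were called. The simulation therefore cannot show that median centring gives the right scale for them. A simulated correlation of −0.4 across 800 genes came back as −0.35. Tables and statistics were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.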

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

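The tests on the origin of the values of CREB1, LRR1 and CRYAA and on the length of genes were chosen only after the results were seen, as was the comparison of mitochondrial with nuclear genes.

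Several genes with very high FPKM lie outside those the paper discusses, and a signal in such genes is what drew attention to them. CRYBA2 had the highest mean FPKM of epithelial cells, 15119 ± 1988 (SD, n = 3), against 7006 ± 449 (SD, n = 3) in fiber cells. CRYAB had 5181 ± 170 FPKM (SD, n = 3) in epithelial cells and 3948 ± 186 FPKM (SD, n = 3) in fiber cells. The log2 fold change of CRYBA2 was −1.10, or −0.50 relative to the median gene, and that of CRYAB was −0.39, which turns to 0.22 relative to the median gene. GAPDH had 3357 FPKM in epithelial cells, with a log2 fold change of −0.20 that turns to 0.41 relative to the median gene. VIM had 2113 FPKM in fiber cells, with a log2 fold change of 0.21, or 0.82 relative to the median gene. For CRYAB and GAPDH the direction therefore hangs on the scale of the FPKM between the cell types, which the values cannot fix. With median centring 49.3% of the called genes were lower in fiber cells, against 81.5% on the deposited scale. No biological explanation was tested for these genes.

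CRYAA had a mean of 8073 ± 6390 FPKM (SD, n = 3) in epithelial cells, with 15452 FPKM in epithelial replicate 2 against 4400 and 4367 FPKM in epithelial replicates 1 and 3. Fiber cells mixed into epithelial replicate 2 are excluded as the source, since fiber cells had a mean of 3017 FPKM, below each epithelial library, and mixing them in lowers the value. The log2 fold change was −1.15 (limma adjusted p = 0.0465), and without epithelial replicate 2 it was −0.55 with an epithelial mean of 4383 FPKM. A difference between the pools of lenses and an uneven assignment of reads in that library stay open and were not tested.

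CREB1 had 6494.54 ± 611 FPKM (SD, n = 3) in epithelial cells and 2674 ± 11.4 FPKM (SD, n = 3) in fiber cells, a level next to those of the crystallin genes. A transcript shared with the overlapping gene METTL21A is excluded as the source, as METTL21A had 2.69 FPKM in epithelial cells. LRR1 had 4175 ± 796 FPKM (SD, n = 3) in fiber cells and 3613 ± 107 FPKM (SD, n = 3) in epithelial cells. Reads of the signal recognition particle RNA RN7SL1, which lies near LRR1 in the human genome, are a candidate explanation in a library of total RNA. They cannot be told apart from LRR1 here, because 0 entries of the table name RN7SL1. What raises CREB1 stays open.

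The 13 mitochondrially encoded genes of the table appear at most as labels in Fig. 3B of the paper. All 12 of the tested ones (10 loci) were called lower in fiber cells and had libraries of the cell types that did not overlap, where chance gives 10%, with a median log2 fold change of −2.13 (range −3.05 to −1.30), or −1.52 relative to the median gene. The 72 nuclear genes of oxidative phosphorylation had a median of 0.16, or 0.76 relative to the median gene, and 68 of them lay above the median gene. Among these, 18 were called higher and 8 lower on the deposited scale. The difference between the medians of the lists was −2.29. A single factor per library moves both lists alike and leaves that difference as it is. Quantile normalization moves genes by their level, and with it the difference was −2.31 (permutation p = 1e-05 across genes, which are not independent replicates, and the smallest possible), so a scaling of that kind is excluded as the cause. The length of genes is excluded for the nuclear list. Shorter genes lay higher in fiber cells (Spearman's rho −0.14 over 9242 genes), but the nuclear genes lay 0.65 above genes of the same length in the median, and 60 of 71 lay above them. A loss of mitochondria from fiber cells and a change in mitochondrial transcription are biological differences between the cell types that stay open and were not tested, and neither was an effect of the removal of ribosomal RNA on mitochondrial transcripts.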

How the results depend on the processing

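Over the 21 alternatives, the 9 correlations of methylation with expression, the shares of genes and sites with inverse changes and the share of lens-related genes kept their direction and their side of the threshold. The shares cover only genes that the authors had called on these same libraries. In the main fit 0 of the authors' higher genes were called lower and 0 of their lower genes higher. The shares could therefore hardly change sides, and their stability says little. The correlations could not move with median centring, no trend, robust moderation, treat or the block for the replicate number, which leave the fold changes as they are or shift all of them alike, so these say nothing on the correlations. The correlation across promoter and gene body ranged from −0.43 (pseudocount 1) to −0.37 (the authors' deposited table). The share lower among genes with increased methylation ranged from 75.9% (quantile normalization) to 85.5% (treat), and the share higher among genes with decreased methylation from 65.7% (treat) to 74.3% (quantile normalization). The share of sites with increased methylation and decreased accessibility in lower genes ranged from 88.1% to 88.6%.

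The counts of genes called depended on the scaling. Genes higher in fiber cells numbered 3263 with median centring, 2131 with division by the 75th percentile, 2884 with quantile normalization and 2137 with the δ-crystallin entries left out, against 1415. Genes lower numbered 3167, 4729, 3228 and 4715 under the same settings and 2952 with the authors' deposited q and fold change, against 6240. The share of called genes that were lower was 49.3%, 68.9%, 52.8% and 68.8% under these scalings, 83.1% with treat and 64.5% in the authors' deposited table, against 81.5%. The median log2 fold change of all tested genes was −0.0094 with median centring, −0.32 with the 75th percentile, −0.037 with quantile normalization and −0.33 without δ-crystallin, as each scaling removes a part of the shift by construction. It was −0.47 with a pseudocount of 1, which shrinks the changes of low genes, and −0.53 with no filter, which adds genes near the floor. Across the 6 fits that each left out 1 library, 1363 to 1433 genes were higher, 5979 to 6198 were lower, the share lower was 81.2% to 81.8% and the median log2 fold change was −0.63 to −0.59.

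With the FPKM as deposited, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes past both thresholds (7655). The other splits gave 0, with 24 to 56 genes at an unadjusted p under 0.05 against 8469 in the real one. With median centring it was again 1 of the 10 splits (6430 genes), and the others gave 0, with 38 to 76 genes at an unadjusted p under 0.05 against 7528. With 10 splits that share cannot fall under 0.1.

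Replicates of the cell types share a number. The paper describes pools of lenses dissected into both cell types, but does not state that libraries with the same number come from the same pool. After removal of each cell type's mean, libraries with the same number correlated with 0.0858, 0.0659 and 0.0666 across genes, and those with different numbers with −0.0495 to −0.0235. With a replicate block in the model 1436 genes were higher and 6268 lower, and each named gene stayed on its side of the thresholds. In an alternative chosen after seeing the data, median centring with the replicate block, 3287 genes were higher and 3186 lower (49.2%), with a median of −0.0094. MAFF was then at 0.42, TEAD4 at 0.00063, ARNT at 0.25 and DNMT3A at 0.056. MYC and HIC2, which were not called with median centring alone, were called there.

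Of the 63 named genes, 48 stayed on their side of the thresholds with median centring, 9 were no longer called, 2 were newly called and 4 turned direction. The last were MAFF (0.42), TEAD4 (0.00063), ARNT (0.25) and DNMT3A (0.056). Median centring adds the same amount to each log2 fold change, so these turns follow from the scaling itself, and TEAD4 lay at no change. With division by the 75th percentile 60 stayed, 2 were no longer called and 1 turned, MAFF (0.10). With quantile normalization 52 stayed, 7 were no longer called, 2 were newly called and 2 turned, MAFF (0.65) and TEAD4 (0.17). Without δ-crystallin 58 of 61 stayed, 2 were no longer called and 1 turned, MAFF (0.11). Division by the 75th percentile also rescales each library by a single factor, which moves genes nearly alike. Leaving out δ-crystallin does so too, but its rescaling raised all FPKM against the added 0.1 FPKM. Genes with low values could therefore move more than others there. Why single genes changed with quantile normalization was not tested. With treat 6 and with the authors' deposited q and fold change 11 genes were no longer called, and the cause was not tested. With a mean of at least 1 FPKM 62 named genes were left and stayed, and under the other settings of the model, the filter and the pseudocount all 63 did.

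Leaving out 1 library at a time turned the direction of genes whose replicates spread over both cell types. MAFF ranged from −0.65 without epithelial replicate 3 to 0.071 without epithelial replicate 1, and was at 0.0026 without epithelial replicate 2. MAFG ranged from −0.073 without fiber replicate 2 to 0.32 without fiber replicate 3. MAFK ranged from −0.13 without epithelial replicate 1 to 0.41 without epithelial replicate 2. MAFF was past the thresholds without epithelial replicate 3, and ARNT without epithelial replicate 2 (−0.42). CRYBA1 was at 0.45 without epithelial replicate 3 and not past the thresholds. Without fiber replicate 1 or 3 all 63 genes stayed. The depth of the libraries is unknown, so its effect on genes with low FPKM was not assessed.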

Differences from the paper's values

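Of 82 values that the paper states and that were also computed here, 14 differed, among them 5 of 58 log2 fold changes. A log2 fold change differed when it lay further from the paper's value than its SD over the libraries. For r, the SD over the pairs of single libraries was used. An alternative closed a gap when it came within that SD. Counts and shares have no such SD and were given a wider margin, under which 1415 against 1627 genes higher did not count as different. The paper counts 2955 genes lower in fiber cells, against 6240 here. Of the alternatives set before the data were examined, median centring (3167), quantile normalization (3228) and the authors' deposited q-values and fold change (2952) closed the gap, and the others did not. The paper counts 1627 genes higher in fiber cells, against 1415 here, 1627 with the authors' deposited q-values and fold change, 3263 with median centring and 2884 with quantile normalization. The latter 2 thus closed the gap in genes lower and opened one in genes higher.

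The paper's Pearson's r across promoter and gene body is −0.37, against −0.41 here, and only the fold change of the authors' deposited table closed the gap. The same held for any open chromatin, with the paper's −0.44 against −0.48 here, for chromatin with changed accessibility, with the paper's −0.49 against −0.54 here, and for regions in the gene body only, where r was negative in both with a size of 0.35 in the paper and 0.40 here. For promoters the paper's r is −0.39, against −0.41 here, and the gap closed with either pseudocount, no filter, a mean of at least 1 FPKM, the 75th percentile, quantile normalization, δ-crystallin left out, identical values collapsed, the log2 ratio of average FPKM, the authors' deposited table, and without epithelial replicate 1, fiber replicate 1 or fiber replicate 3. It did not with median centring, no trend, robust moderation, treat, the block for the replicate number or without the other libraries. For regions in the promoter only, r was negative in both, with a size of 0.43 in the paper and 0.45 here. A pseudocount of 0.01, no filter, quantile normalization, δ-crystallin left out, the log2 ratio of average FPKM, the authors' deposited table, and leaving out epithelial replicate 1, fiber replicate 1 or fiber replicate 3 closed that gap, and the other alternatives did not. For promoters with changed accessibility the paper's r is −0.57, against −0.59 here, and a pseudocount of 1, no filter, quantile normalization and the authors' deposited table closed the gap, unlike the others. For promoters with any open chromatin the paper's r is −0.52, against −0.54 here, and either pseudocount, no filter, identical values collapsed, the authors' deposited table and leaving out epithelial replicate 1 closed the gap, unlike the others.

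The log2 fold changes that differed were those of CRYBB2 (the paper's −1.54, −1.44 here), CREB3L1 (the paper's −4.58, −3.23 here), NFATC1 (the paper's −3.78, −3.14 here), DNMT3B (the paper's −2.07, −1.91 here) and CAMK1D (the paper's −5.38, −4.72 here). For all 5 genes a pseudocount of 0.01, the log2 ratio of average FPKM and the fold change of the authors' deposited table closed the gap. Leaving out δ-crystallin did so for NFATC1 and CAMK1D, leaving out fiber replicate 1 for CRYBB2, and leaving out epithelial replicate 2 or fiber replicate 3 for DNMT3B. The other alternatives set before the data were examined did not. The rescaling without δ-crystallin also lowered the weight of the added 0.1 FPKM. The closing for NFATC1 and CAMK1D can thus not be credited to δ-crystallin alone.

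The paper states that DNMT1, DNMT3A, TET2 and TET3 were not differentially expressed. Here all 4 were called lower on the deposited scale, with log2 fold changes of −0.78, −0.55, −0.998 and −0.83. None of these 4 genes was called with median centring or with the authors' deposited q-values.

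The paper states that the genes of Fig. 3B are the top ones when ranked by adjusted p. Here 3 of the 60 labels were among the 60 loci with the smallest limma p. Of the genes past both thresholds in the authors' deposited table, the 60 with the highest mean FPKM held 51 of the labels. No alternative was run on this ranking.

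The paper states that most of the changed genes were lower in fiber cells. With median centring 49.3% of the called genes were lower, and with each of the other alternatives set before the data were examined more than 50% were. The paper's Table S9 lists 29 factors as not different between the cell types, 21 of which were called lower here on the deposited scale and 1 with median centring, and of 8 such factors of Table S9B 4 were called lower on the deposited scale and 0 with median centring, where 3 were called higher.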

Other observations

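The tests in this part were chosen only after the results were seen, apart from those on the larger share of δ-crystallin and on the scale of the FPKM.

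The lower values of most genes in fiber cells were tested against the larger share of a few abundant transcripts. With the δ-crystallin entries left out and the libraries rescaled, the median log2 fold change was −0.33 in place of −0.62. Leaving loci out and rescaling were then taken apart, with entries of identical values counted once in the sums. Rescaling the libraries to equal sums with nothing left out gave −0.48. With the δ-crystallin locus left out as well it was −0.34, and with the 10, 100 and 1000 highest loci left out −0.40, −0.34 and −0.25. When the sums counted each entry, rescaling with nothing left out gave −0.67. A larger share of δ-crystallin or of the 100 highest loci is therefore excluded as the whole cause. The scale of the FPKM between the cell types stays open. With median centring 49.3% of the called genes were lower, a share that the centring itself sets near its middle, so a fall of most transcripts in fiber cells and a difference in scale cannot be told apart without a measure of RNA per cell. A lower content of most transcripts in fiber cells is a biological difference that was not tested.

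In the authors' deposited table the thresholds on fold change lie around 0, while its p-values are largest at log2 fold changes between −0.8 and −0.7 (508 genes, median p 0.916). Between 0 and 0.1 the median p of 345 genes was 0.0003, and 94.8% of them had a q under 0.05. Of the genes with a q under 0.05, 1983 had a log2 fold change of 0.4 or less in size. With thresholds set around −0.75, the middle of the range with the largest p-values, 43.1% of the tested genes past them were lower (2645 lower, 3489 higher), against 63.6% of the tested genes with thresholds around 0 (2647 lower, 1518 higher). The majority of lower genes in that table may thus come from fold changes and p-values that were computed on different scales. The values do not say which scale is nearer to the content of the cells.

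Identical values in several entries were tested as the value of one merged transcript given to neighbouring genes. Of 391 groups of entries with identical values and at least 2 placed members, 356 (91.0%) held genes at most 3 places apart, against 6 of 10000 random pairs. For the genes concerned, among them ASL1, HES5, TEAD4, MAFG and DNMT1, the values do not say which gene was transcribed.

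C1H21ORF91, chosen after its values were seen, stood among the genes with the highest FPKM. Its ratio to the mitochondrial gene COX3 varied by 2.51% (SD over the 6 libraries), and no other of the 10805 genes compared had so constant a ratio (0.00925% of genes, itself alone), against a median of 54.6% for all genes and 25.7% for mitochondrial genes. The mitochondrial genes and SEPT11 were left out of this comparison, so the ratio is the most constant only among the genes kept. SEPT11, an entry in a group of 3 with identical values, had 1177 FPKM in epithelial cells and 307 FPKM in fiber cells. Its own ratio to COX3 is not given here. Mitochondrial reads assigned to C1H21ORF91 are a candidate explanation. As the reads are not used here, they cannot be told apart from transcription of the gene.

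Marker lists of other cell types were looked up. Of 10 erythrocyte genes 7 were found and 2 tested, with a median of 0.0259 FPKM in epithelial cells and 0.0336 FPKM in fiber cells. HBZ rose from 0.0259 to 6.51 FPKM, HBAA from 0.0531 to 4.28 FPKM and HBAD from 0.0317 to 0.679 FPKM. Erythrocytes are excluded as the source, as the highest value of a beta-type globin gene of the list in a fiber library was 0.101 FPKM, and expression of these globin genes in fiber cells stays open as an untested hypothesis. The beta-type genes were chosen for this test after HBAA and HBAD were seen to rise with HBZ. Of 5 immune cell genes 5 were found and 2 tested, CD74 with 4.89 FPKM in epithelial cells and 2.11 FPKM in fiber cells and CD3E with 0.0725 and 2.55 FPKM. T cells or other leukocytes in the fiber libraries cannot be told apart from expression of CD3E in fiber cells, since 1 of the other 4 genes (LY86) lay above its epithelial mean by over 1 SD in fiber cells, at 0.30 FPKM, while the means of the other 3, CD74 among them, were lower in fiber cells.

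Of 6 iris and pigment cell genes 6 were found and 1 tested, with DCT highest at 0.823 FPKM in epithelial cells. Of 6 skeletal muscle genes 3 were found and 1 tested, with ACTA1 highest at 1.05 FPKM in epithelial cells. Of 6 neural retina genes 3 were found and 0 tested, with a median of 0.134 FPKM in epithelial cells and 0.0491 FPKM in fiber cells. Of 6 cornea and connective tissue genes 6 were found and 2 tested, DCN with 2.32 FPKM in epithelial cells and 5.65 FPKM in fiber cells and KERA with 3.59 and 1.01 FPKM. The number of tested genes is the number of each list that the lens libraries held at a mean of 0.5 FPKM or more.

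The inverse relation of methylation and expression was tested within genes of one direction, since a contrast between lower and higher genes alone can give a negative r. Within 808 lower genes r was −0.0834 (permutation p = 0.017, Benjamini-Hochberg adjusted p = 0.017 over 4 tests, Spearman's rho −0.12), and within 382 higher genes it was −0.182 (permutation p = 0.00044, adjusted p = 0.00088, rho −0.20). A contrast with no relation within either direction is thus excluded. The size of r within a direction cannot be set against the overall r, since the split by direction cuts the range of the fold changes. The genes are not independent replicates.

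The more negative r within chromatin of changed accessibility was tested as a property of the genes that have such regions. For the same genes with all their regions averaged r was −0.553, against −0.536 with the accessible regions alone, so taking the accessible regions alone did not make r more negative. In the other 519 genes r was −0.219. Genes with and without such a region having the same r is excluded (difference −0.333, permutation p = 0.0001, the smallest possible). The groups also differ in composition, as 23.5% of the genes with such a region and 10.6% of the others had decreased methylation, and what sets the genes apart stays open.

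The number of differentially methylated regions per gene was tested as a source of larger falls among the 751 genes with increased methylation and lower expression. Spearman's rho of the number of regions and the log2 fold change was −0.046 (permutation p = 0.207), with a median log2 fold change of −1.81 for 341 genes with 1 region and −1.97 for 162 genes with at least 4. Within these genes the number of regions thus went with little of the size of the falls. The genes were selected as lower, which cuts the range of the fold changes, so a dependence outside them is not excluded.

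The adjusted p-values that the paper's Table S6 lists for several terms are above 0.05. Among them are the paper's 0.533 for hedgehog signaling among demethylated genes with higher expression, 0.169 for G2-M checkpoint, mTORC1 signaling and glycolysis among genes with methylated promoters and lower expression, 0.260 for the interferon gamma response and 0.0994 for the terms on actin filaments, cell-matrix adhesion, eye development and epithelial cell proliferation among genes with demethylated promoters and higher expression, and, among all demethylated genes with higher expression, 0.0673 for intermediate filament organization, 0.154 for negative regulation of cytoplasmic translation and 0.158 to 0.322 for the terms on mRNA catabolism. Of the terms that the tables list, 82 of 429 in Table S4A and 258 of 717 in Table S6B had a paper's adjusted p under 0.05. The numbers were 7 of 19 in Table S4B, 48 of 280 in Table S4C, 7 of 13 in Table S4D and 15 of 20 in Table S6A. They were 1 of 2 in Table S6C, 4 of 12 in Table S6E and 55 of 334 in Table S6F. In Table S6D it was 3 of 128, in Table S6G 0 of 1 and in Table S6H 0 of 131.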
